# Kir6.1, a component of an ATP-sensitive potassium channel, regulates natural killer cell development

**DOI:** 10.3389/fimmu.2024.1490250

**Published:** 2024-12-02

**Authors:** Natalie Samper, Lilja Hardardottir, Delphine M. Depierreux, Soomin C. Song, Ayano Nakazawa, Ivan Gando, Tomoe Y. Nakamura, Andrew M. Sharkey, Carla R. Nowosad, Stefan Feske, Francesco Colucci, William A. Coetzee

**Keywords:** innate immunity, NK cells, ion channels, potassium channels, ATP-sensitive potassium channels, NK cell development

## Abstract

**Introduction:**

Involved in immunity and reproduction, natural killer (NK) cells offer opportunities to develop new immunotherapies to treat infections and cancer or to alleviate pregnancy complications. Most current strategies use cytokines or antibodies to enhance NK-cell function, but none use ion channel modulators, which are widely used in clinical practice to treat hypertension, diabetes, epilepsy, and other conditions. Little is known about ion channels in NK cells.

**Results:**

We show that *Kcnj8*, which codes for the Kir6.1 subunit of a certain type of ATP-sensitive potassium (K_ATP_) channel, is highly expressed in murine splenic and uterine NK cells compared to other K^+^ channels previously identified in NK cells. *Kcnj8* expression is highest in the most mature subset of splenic NK cells (CD27^-^/CD11b^+^) and in NKG2A^+^ or Ly49C/I^+^ educated uterine NK cells. Using patch clamping, we show that a subset of NK cells expresses a current sensitive to the Kir6.1 blocker PNU-37883A. *Kcnj8* does not participate in NK cell degranulation in response to tumor cells in vitro or rejection of tumor cells *in vivo*, or IFN-γ release. Transcriptomics show that genes previously implicated in NK cell development are amongst those differentially expressed in CD27^-^/CD11b^+^ NK cells deficient for *Kcnj8*. Indeed, we found that mice with NK-cell specific *Kcnj8* gene ablation have fewer CD27^-^/CD11b^+^ and KLRG-1^+^ NK cells in the bone barrow and spleen.

**Discussion:**

These results show that the K_ATP_ subunit Kir6.1 has a key role in NK-cell development.

## Introduction

Natural Killer (NK) cells have a key role in immune surveillance, anti-tumor immunity and anti-viral immunity by identifying and eliminating transformed or infected cells. NK cells lyse these target cells through regulated exocytosis of specialized secretory lysosomes, termed cytotoxic granules, which contain proteins such as perforin, granzymes, and the Fas ligand. NK cells also release chemokines and cytokines, including interferon-γ (IFN-γ) that is critical for cancer immune surveillance (1) and provides feedback to other immune cell types, thus modulating immune responses. Thus, cytotoxicity and secretion of cytokines and chemokines are two independent effector functions that largely account for their antiviral and antitumor activities. A special type of NK cell in the uterus (uNK) mediates physiological vascular changes that enable the placenta to sustain healthy fetal growth (2). Understanding the mechanisms underlying NK cell development, education and activation is essential for developing therapeutic strategies targeting NK cells.

In C57BL/6 mice, the NK cell maturation program in bone marrow is marked by sequential surface expression of integrin alpha M (*Itgam*), also known as CD11b, MAC-1 or CR3, and the TNF-superfamily CD27 receptor (3). CD27^−^/CD11b^−^ double negative (DN) cells develop in the bone marrow and are the most immature. After the acquisition of CD27 and CD11b, expression of S1P5R enables the CD27^+^/CD11b^+^ double-positive (DP) NK cells to migrate from the bone marrow to the periphery, including the blood, spleen, and other organs. With further maturation, CD27 expression is lost and CD27^-^/CD11b^+^ remains as the most mature population with the highest cytotoxic potential.

Later in development, NK cell acquire inhibitory receptors that recognize self-MHC class I molecules. These receptors include killer cell immunoglobulin-like receptors (KIRs) in humans, Ly49 receptors in mice, and CD94/NKG2A in both species (4, 5). Together with signals elicited by activating NK cell receptors, they regulate NK cell activation. NK-cell education occurs through homeostatic interactions between self MHC class I molecules and NK cell inhibitory receptors (6), ensuring that NK cells effectively distinguish between healthy cells and those with inadequate MHC class I expression due to infection or transformation. When NK cells interact with cells expressing self-MHC class I molecules, inhibitory signals are transmitted through these receptors, preventing NK cell cytotoxicity against healthy cells. NK cells can directly recognize cells with aberrant expression of MHC class I molecules (“missing self”) or cells expressing stress-induced ligands or viral proteins (“induced self”) that directly engage the activating receptor NKG2D. Engagement of activating receptors in the absence of ligands for inhibitory receptors initiates signaling pathways leading to NK cell activation. NK cell activation can also be triggered by cytokines such as interleukin-2 (IL-2), IL-12, IL-15, IL-18, and interferon-alpha (IFN-α), the latter induced experimentally in mice by administration of the viral RNA mimic polyinosinic:polycytidylic acid (poly I:C).

Ion translocating proteins regulate immune cell function. There are hundreds such proteins that control the movement of ions such as Na^+^, K^+^, Cl^-^, Ca^2+^, Mg^2+^, Zn^2+^ across the plasma membrane. Although extensively studied in the nervous, endocrine, and cardiovascular systems, the roles of this important class of proteins are scantly studied in immune cells (7). In T cells, B cells, monocytes, macrophages, dendritic cells and neutrophils, roles have been described for certain K^+^ channels (KCa3.1 and Kv1.3), Ca^2+^ channels (mainly ORAI1/STIM1), P2X receptors, and some members of the transient receptor potential (TRP) family (8). The involvement of some of these channels in immunity is highlighted by inherited gene variants (channelopathies) in immunodeficiency disorders. By contrast, ion channels, exchangers and pumps in NK cells are poorly characterized. There are only a few studies describing roles of ion channels in NK cells. The K^+^ concentration and some ion channel blockers can regulate human NK cell-mediated killing (9–11). K^+^ channels in NK cells have been described, including voltage-gated K^+^ channels (12, 13), Ca^2+^-activated K^+^ channels (14, 15), two-pore domain K^+^ channels (16), Ca^2+^-permeable cation channels (17), intracellular Ca^2+^-permeable channels (18, 19), and store-operated Ca^2+^ entry (SOCE) channels (20). The lack of a complete understanding of the role of ion translocating mechanisms in NK cells is a major gap in our knowledge of immunity. This is also a possible missed opportunity for the development of novel therapeutic approaches in inflammatory and anti-cancer therapy.

ATP-sensitive K^+^ (K_ATP_) channels are regulated by intracellular nucleotides (ATP and ADP). As such, they couple the intracellular energy metabolic state to membrane excitability and secretory events (21, 22). In the pancreatic β-cell, for example, K_ATP_ channel activity initiates the release of insulin from intracellular granules after a meal (23), whereas in the heart they participate in stress responses (21). The K_ATP_ channel is a tetrameric structure composed of four pore-forming subunits (Kir6.1 or Kir6.2) in association with four sulphonylurea receptors (SUR1 or SUR2) (24, 25) (**Supplementary Figure S1**). *KCNJ8* and *ABCC9* are genes adjacent to each other on human chromosome 12 and respectively code for Kir6.1 and SUR2 subunits, whereas the adjacent *KCNJ11* and *ABCC8* on chromosome 11 respectively code for Kir6.2 and SUR1 subunits. The aim of this study was to characterize the expression of *Kcnj8* in mouse NK cells and to determine whether *Kcnj8* has a role in NK cell development and function. We found *Kcnj8* to be expressed at high levels in a mature subset of mouse NK cells. NK-cell specific *Kcnj8* gene ablation did not interfere with the basic NK-cell functions that we studied, but impeded full NK cell maturation.

## Methods

### Generation of NK cell-specific Kir6.1 knockout mice

The mouse model was generated by inGenious Targeting Labs Inc. (iTL; Stony Brook, New York). In brief, a 10.4 kb region used to construct the targeting vector was first subcloned from a positively identified C57BL/B6 BAC clone (RPCI-23: 108N15) BAC clone. The region was designed such that the short homology arm (SA) extended ~1.76 kb 3’ to exon 2. The ~7.2 kb long homology arm (LA) ends 5’ to exon 2. The loxP/FRT flanked Neo cassette was inserted on the 3’ side of exon 2 and the single loxP site is inserted on the 5’ of exon 2. 

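In the GENCODE M21 annotation of GRCm38, Kcnj8 (ENSMUSG00000030247) lies on the minus strand of chromosome 6 from 142564837 to 142571614. Its longer transcript, ENSMUST00000203945, has 3 exons. Exon 1 runs from 142571184 to 142571614 (431 bases) and holds no coding sequence. Exon 2 runs from 142570006 to 142570453 (448 bases), of which 374 bases are coding. Exon 3 runs from 142564837 to 142566505 (1669 bases), of which 901 bases are coding. The neighbouring gene Abcc9, which encodes the SUR2 subunit, lies on the same strand from 142587862 to 142702315.

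**Figure D1:**
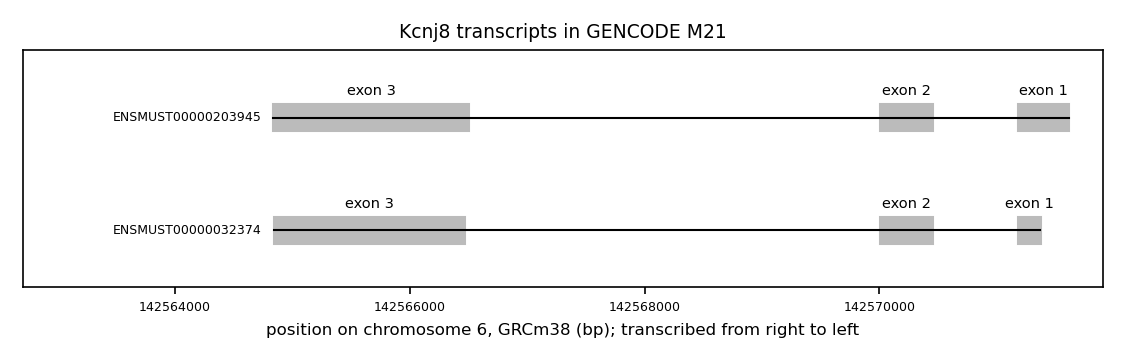
Exons of the 2 Kcnj8 transcripts ENSMUST00000203945 and ENSMUST00000032374, drawn to scale as grey boxes along the position on chromosome 6 of GRCm38 in bases. Transcription runs from right to left, and exon 2 covers 142570006 to 142570453 in both transcripts.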

The target region was 1,460 bps and includes exon 2. The targeting vector was linearized with NotI and transfected by electroporation of BA1 (C57BL/6 x 129/SvEv) hybrid embryonic stem cells. After selection with G418 antibiotic, surviving clones were expanded for PCR analysis to identify recombinant ES clones. Hybrid positive ES cells were injected into C57BL/6 blastocysts. The Neo cassette was removed by breeding to FLP deleter mice (Jackson stock #005703), followed by backcrossing to a C57BL/6 background for >10 generations to achieve congenicity. To target NK cells, we used inducible NKp46-CreERT2 mice from Dr. Lewis Lanier (UC San Francisco, USA) (26) that were intercrossed with Rosa26-tdTomato C57BL/6 mice. The Kir6.1^flx/flx^ mice were crossed with NKp46-CreERT2 and bred to homozygosity. Kir6.1 was deleted in NK cells by treating mice with tamoxifen (IP injection of 2 mg tamoxifen in corn oil, daily for 4 days). In some experiments we used a similar mouse model in which exon 2 of *Kcnj8* is flanked by loxP sites (provided by Dr. Andrew Tinker) that was crossed with constitutively expressed NKp46-Cre mice provided by Dr. Eric Vivier (Aix-Marseille University, France) (27).

### Isolation of mouse splenic NK cells

All animal handling procedures were in accordance with National Institutes of Health guidelines and were approved by the Institutional Animal Care and Use Committees of New York University School of Medicine and the University of Cambridge. Male and female C57BL/6 mice aged 8-12 weeks were housed in pathogen-free conditions, before being euthanized and collection of organs such as the spleen, brain or bone marrow. For bone marrow cells, the femur was collected, cells were flushed with PBS in a syringe and passed through a 70 µm cell strainer followed by washing with PBS. Cells from peritoneal cavity were aspirated with a syringe and washed with PBS. In some experiments, spleens were harvested in media (RPMI + 10% FBS) on ice and passed through 70 µm cell strainer along with media and centrifuged. Erythrocytes were lysed with 1xRBC lysis buffer (Ebioscience) for 3 min at RT. Splenocytes were washed 2x with media and passed again through 70 µm cell strainer. In other experiments, spleens were dissociated with the gentleMACS spleen disassociation kit (Miltenyi Biotec). Cells were then filtered, erythrocytes were depleted via isotonic hemolysis, and NK cells were isolated using a negative selection method (NK Cell Isolation Kit, Miltenyi Biotec) following the manufacture’s guidelines. In this negative selection method, non-NK cells, i.e. T cells, dendritic cells, B cells, granulocytes, macrophages, and erythroid cells are magnetically labeled with a cocktail of biotin-conjugated antibodies and anti-biotin MicroBeads, and then removed from isolated splenic cells using magnetic columns.

### Single cell RNA seq of splenic NK cells

Splenic NK cells from 3 wildtype mice were isolated via negative selection as previously described. Cells were lysed and RNA was obtained via PicoPure™ RNA Isolation Kit (Applied Biosystems). Lipid-based cell multiplexing was used in order to combine NK cell populations isolated from 3 mice. Single cell RNA sequencing (RNA seq) was coordinated by NYU Langone’s Genome Technology Center (RRID: SCR_017929). We used the Chromium Next GEM Single Cell 3' Reagent Kit v3.1 (10x Genomics) to perform gel beads-in-emulsion (GEM) generation and barcoding, Post GEM-reverse transcriptase (RT) cleanup and cDNA amplification, and 3’ gene expression library construction. Sequencing was performed by NYU Langone’s Genome Technology Center using an Illumina NovaSeq 6000 instrument. Demultiplexing raw base call (BCL) files into FASTQ format was performed using Cell Ranger software (10X Genomics). The latter software was also used for alignment, filtering, barcode counting, and UMI counting to generate feature-barcode matrices. The estimated number of cells was 16,384, with 72,726 mean reads per cell (2,047 median reads per cell). Of a total of 1,191,540,284 reads, 96.6% was mapped to the mm10 mouse genome.

Further analysis including quality filtering, the identification of highly variable genes, dimensionality reduction, standard unsupervised clustering algorithms, and the discovery of differentially expressed genes was performed using the Seurat R package (28). We filtered out cells with unique feature counts (genes) over 5,000 or less than 200. We also filtered out cells with more than 15% mitochondrial gene counts. Global-scaling normalization (“LogNormalize”) was performed that normalizes the feature expression measurements for each cell by the total expression, multiplies this by a scale factor (10,000) and log-transforms the result. Linear transformation (scaling) was performed, followed by dimensional reduction using a principal component analysis (PCA). Nearest-neighbor analysis, constrained to a maximum of 20 dimensions, was performed, followed by a graph-based approach to cluster cells at a resolution value of 0.5. Clusters were displayed after non-linear dimensional reduction with t-distributed stochastic neighbor embedding (tSNE) and uniform manifold approximation and projection (UMAP) methods. Differentially overexpressed features (cluster biomarkers) were determined using the ‘FindAllMarkers’ function at a minimum fold difference (log-scale) of 0.25.

### Bulk RNA seq of mouse splenic NK cells

Splenocytes were isolated from wild-type mice, and Kir6.1^flx/flx^ x NKp46-CreERT2 mice immediately following 4 days of tamoxifen induction (n=2 each). Cells were first gated for NK cell markers NK1.1 and NKp46, then sorted into four pools (CD27^-^ /CD11b^-^, CD27^+^ /CD11b^-^, CD27^+^ /CD11b^+^, and CD27^-^ /CD11b^+^). RNA was isolated with the RNeasy Mini Kit (Qiagen). RNA extractions were quantified using RNA Pico Chips (Agilent, Cat. 5067-1513) on an Agilent 2100 BioAnalyzer. cDNA was synthesized using the Takara SMART-Seq HT kit (Cat. 634438) with 0.5 ng of RNA input and 14 amplification cycles. The Nextera XT DNA library Kit (Illumina, Cat. FC-131-1096) was used to construct sequencing libraries with 0.25 ng cDNA input and 11 cycles amplification. Final libraries were visualized using High Sensitivity DNA ScreenTape (Agilent, Cat. #5067-5584) on the Agilent Tapestation 2200 instrument. Quant-It (Invitrogen, Cat. P11495) was used for final concentration determination and libraries were pooled equimolar. Paired-end 50 cycle RNA sequencing was performed by NYU Langone’s Genome Technology Center (RRID: SCR_017929) using a single lane of a 10B 100 Cycle Flowcell using an Illumina NovaSeq X-Plus instrument. Data analysis was performed on BigPurple, a high-performance computing cluster available through NYU Langone’s High Performance Computing (HPC) Core. Quality control of the paired RNA fastq files was performed with fastqc. No end-trimming was needed. Reads were aligned to the mm10 mouse genome using STAR and index files were produced with Samtools. The GeneCounts option of STAR was used to count number reads per gene while mapping. Off-line analysis was performed with R. Individual “ReadsPerGene.out.tab” files were combined. Gene expression analysis was performed with the DESeq2 package (version 1.44.0), which included filtering low expressing genes, calculating normalized gene counts, calculating the between-sample distance matrix, principal component analysis, and performing a differential expression analysis. Gene ontology analysis was performed with Enrichr (29). The scripts used for analysis are available upon request.

### Bulk RNA seq of uNK cells

At gestation day 9.5-10.5, C57BL6 mice were culled by cervical dislocation to collect the pregnant uterus which was enzymatically and mechanically processed into a single suspension as previously described (30). Single cell suspensions were labeled with viability dye Zombie Aqua Fixable Viability Kit according to the manufacturer’s protocol. Fc receptors were blocked with anti-CD16/32 mAb (Trustain Fcx) for 10 min at 4°C. Cell surface antigens were labeled for 30 min at 4°C in the dark, with the indicated cocktail of antibodies (**Supplementary Table S1**). Cells were subsequently washed twice in PBS, and collected by centrifugation at 400 g for 5 min at 4°C. Live single cells, negative for CD3, CD4, CD8, CD19, CD11b high, and positive for CD45 and Nkp46 were defined as NK cells. NK cells were further gated according to their relative expression of LY49C/I and NKG2A. Three cell populations were collected (Ly49C/I neg, NKG2A neg; LY49C/I neg, NKG2A pos; LY49C/I pos NKG2A neg). Double positive cells were not collected due to limited sample size. Samples were stored at -80°C until RNA extraction. RNA Extraction and Processing library construction was performed as previously described (31). Reads were trimmed using TrimGalore v0.5.0. and were mapped using STAR v2.7.1. to the Ensembl Mus_musculus GRCm38 (release 103) reference genome. Differential gene expression analysis was done using the counted reads and the R package edgeR version 3.26.5 (R version 3.6.1). The threshold was set to include genes with at least 5 counts per million reads mapped and detected in at least half the samples to allow for on/off expression pattern detection. Correction for GC content and gene length bias was applied using CQN bioconductor package (version 1.30.0). The resulting p-value was corrected for multiple hypothesis testing using the Benjamini-Hochberg method.

### qRT-PCR experiments

Splenic NK cells isolated with a negative selection method were used. First strand cDNA synthesis was performed with SuperScript™ IV (ThermoFisher Scientific) using random primers. Primers used for PCR spanned the boundary of exons 1 and 2 of *Kcnj8* (1585F: 5’-CACAAGAACATCCGAGAGC-3’ and 1585R: 5’-GGGCATTCCTCAGTCATCAT-3’), which produced a 320bp amplicon. 

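In the GENCODE M21 annotation, primer 1585F matches bases 644 to 662 of the Kcnj8 transcript ENSMUST00000203945, in exon 2, and primer 1585R matches the opposite strand of bases 944 to 963, in exon 3. The product on this transcript is 320 bases long. On the shorter transcript ENSMUST00000032374, the same primers give a product of 286 bases. The annotation counts the non-coding first exon as exon 1, so that both primers lie in the exons that hold coding sequence.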

The cycling conditions consisted of heating to 95°C for 3 min, 28 cycles consisting of 94°C for 30s, 55°C for 45s, 72°C for 1 min; followed by 1 min extension at 72°C. Amplicons were resolved by 1% agarose gel electrophoresis and visualized with ethidium bromide.

### Flow cytometry

Single cell suspensions were obtained from organs. Briefly, cells were blocked with TruStain FcX™ (anti-mouse CD16/32) antibody (Biolegend) according to the manufacturer’s protocol. Cells were stained with relevant antibodies for 30 min on ice in the dark followed by two washes with PBS. When detecting intracellular antigens, the cells were fixed and permeabilized with eBioscience Fixation/Permeabilization kit, according to manufacturer’s protocol prior to staining with intracellular antibodies. Data was acquired on a Cytek Aurora instrument.

Antibodies used for flow cytometry: Fixable Viability Dye eFluor™ 780 (eBioscience), CD3 BV785 (Biolegend), NK1.1 PE (Biolegend), CD11b BV421 (BD Biosciences), CD27 BV605 (BD Biosciences), CD49b Pe-Cy7 (Biolegend), DNAM1 AF647 (Biolegend), KLRG1 FITC (eBioscience), h2-kb BV421 (Biolegend), CD107a FITC (BD Biosciences).

In some experiments, either whole spleen or isolated NK cells were incubated in PEB buffer (PBS+0.5% BSA+2mM EDTA) with TruStain FcX™ (anti-mouse CD16/32) antibody (Biolegend) on ice for 5 minutes. Cells were then stained with the appropriate conjugated surface markers in PEB buffer protected from light at 4°C for 20 min. In the case of intracellular staining, cells were incubated with IC Fixation Buffer (eBioscience) for 30 min and then Permeabilization Buffer (eBioscience) with addition of conjugated antibody overnight. Anti-mouse antibodies used cytometry: NKp46 (29A1.4) BV421 (Biolegend), NK1.1 (PK136) APC-Cy7 (Biolegend), NK1.1 (PK136) PE (Biolegend), CD11b (M1/70) APC (Biolegend), CD11b (M1/70) AF488 (Biolegend), CD27 (LG.3A10) APC-Cy7 (Biolegend), CD27 (LG.3A10) AF647, and CD107a (1D4B) APC/Fire750 (Biolegend).

### Degranulation assay with target cells

In some experiments, NK-specific *Kcnj8* KO and WT mice were injected intravenously with 100 µg poly I:C (Miltenyi Biotec) in 200 µL sterile PBS. After 24 h, splenocytes were harvested and NK cells were enriched with a negative NK cell isolation MACS kit, according to the manufacturer’s protocol. NK cells were co-incubated with RMA, RMA-S or RMA-RAE1y target cell lines in 1:1 ratio and treated with eBioscience Protein Transport Inhibitor Cocktail, according to manufacturer’s protocol. Cells were incubated for 2h at 37°C, and the frequency of CD107a expression in NK cells was determined with flow cytometry. In other experiments, after 4 days of tamoxifen injection, NK-specific *Kcnj8* KO and WT mice were injected intraperitoneally with 100 µg poly I:C (Miltenyi Biotec) in 200 µL sterile PBS. After 18h, splenocytes were harvested and NK cells were enriched with a negative NK cell isolation MACS kit, according to the manufacturer’s protocol. NK cells were co-incubated with YAC-1 target cells in 1:1 ratio with a test of conjugated CD107a antibody and treated with BD Biosciences GolgiStop Protein Transport Inhibitor Cocktail containing monensin, according to manufacturer’s protocol.

### IFN-γ secretion

Splenic NK cells were isolated by negative selection from WT and KO mice, and cultured in RPMI-1640 with 10% fetal bovine serum, 1% penicillin, 1% streptomycin, and 50 mM 2-mercaptoethanol. Cells were treated with IL-15 (10 ng/ml) for 18 h and two other groups were stimulated with IL-15 (10 ng/ml) plus IL-18 (100 ng/ml) for 18 h, or with PMA (80 nM) and ionomycin (1.3 µM) for 18 h. The INF-γ content in the media was measured by ELISA (Mouse IFN-gamma DuoSet ELISA; R&D Systems).

### *In vivo* killing assay with target cells

Three cell lines, RMA, RMA-S and RMA-RAE1y, were cultured *in vitro* in RPMI plus 10% FBS at 37°C. RMA cells were stained with Far Red Cell Proliferation kit (Thermo Fischer) while RMA-S and RMA-RAE1y cells were stained with CellTrace CFSE Cell Proliferation kit (ThermoFisher), according to manufacturer’s protocol. Equal amounts of each cell line were harvested and combined. The cells were administered intraperitoneally (in sterile PBS) to NK-specific *Kcnj8* KO mice and WT mice. The cells were harvested from the peritoneal cavity 48 h later, washed and quantified with flow cytometry by assessing CFSE, FarRed and h2-kb (to separate RMA-S and RMA-RAE1y).

### RNAscope *in situ* hybridization

Mouse spleens were carefully handled and fixed for 36-48h at room temperature with 4% paraformaldehyde (at pH 7.4 prepared in PBS) in a sufficiently large volume (at least 10x spleen volume) with gentle rocking ensuring that no air bubbles were in contact with the spleen. Tissue was processed by NYUMC’s Experimental Pathology Research Laboratory (RRID: SCR_017928), which included paraffin embedding, sectioning (3 µm thickness) and the fluorescence RNA *in situ* hybridization assays with RNAscope^®^ technology using the RNAscope Multiplex Fluorescent V2 Assay (Advanced Cell Diagnostics, Newark, CA). Multispectral imaging was performed with a Akoya/PerkinElmer Vectra^®^ instrument. The RNAscope™ LS 2.5 probes (Advanced Cell Diagnostics, Newark, CA) used included Mm-Kcnj8 (#411398), Mm-Abcc9 (#411378), Mm-Ncr1-C2 (#501729), Mm-Cd3e-C3 (#314728), and Mm-Adgre1-C4 (#460658). Opal dyes (Akoya Biosciences, MA) were used for secondary staining as follows: Opal 690 for C1 and Opal 570 for C3. DAPI was used for nuclear staining.

The spectrally unmixed fluorophores were demultiplexed using InForm software (Akoya/PerkinElmer). Cell segmentation, based on DAPI nuclear staining, and mRNA dots/cell were analyzed using HALO version 3.6 (Indica Labs, Albuquerque, NM). For nuclear detection the Nuclear Segmentation AI classifier was further trained with nuclei from the images used to quantify and labeled as ‘Nuclear_Segmentation_Mouse_spleen’. Each cell was defined as the nuclear segmentation plus 1 µm radius from the nuclear edge to account for cytoplasm. For detection of RNAscope dots the FISH module v3.2.3 was used with the parameter detailed in **Supplementary Table S2**. Cells with one or more dots per probe were classified as positive for that probe.

### Patch clamp recordings

Mouse spleen NK cells were used for patch clamping within 8 hours after isolation. NK cells were seeded on a laminin-coated coverslip and allowed to attach for 5-10 min. Whole-cell patch clamping was performed by NYU Langone Health’s Ion Laboratory (RRID: SCR_021754) using an Axopatch-200B amplifier. Data were recorded with a Digidata 1550A and Clampex 10 software. Currents were low-pass filtered at 2 kHz with a 8 pole Bessel response, and data were acquired at 10 kHz (Digidata 1550A and Clampex 10.7; Molecular Devices). The bath solution consisted of (in mM) 140 NaCl, 5 KCl, 1 MgCl_2_, 1 CaCl_2_, 10 glucose, 10 HEPES, pH 7.4 adjusted with NaOH. Patch pipettes were made using borosilicate capillaries (1.5 mm O.D.; World Precision Instruments, Sarasota, Florida) and had resistances of ~4 MΩ when filled with a solution consisting of (in mmol/L) 130 KCl, 5 EGTA, 1 CaCl_2_, 1 MgCl_2_, 10 HEPES, 0.1 Mg-ATP, 1 Na_2_-UDP, pH 7.2 adjusted with KOH. From a holding potential of −70 mV, 200 ms voltage steps were applied between -140 to 50 mV (10 mV increments) at 2 s intervals. Recordings were not corrected for the liquid junction potential (estimated to be 9.4 mV). Currents were calculated as the current density (pA/pF) by dividing the current by the cell capacitance. Data were analyzed using pClamp software and custom scripts written in Python 3.0.

### Measurement of intracellular Ca^2+^

Freshly isolated mouse splenic NK cells were plated at a density of 3.0-4.0 × 10^5^ cells/well in black, flat-bottom, 96-well plates and loaded with 1 μM Fluo4/AM (Life Technologies) for 30 min in complete RPMI medium. NK cells were pre-incubated for 15 min in Ca^2+^-free Dulbecco’s Phosphate Buffered Saline solution (DPBS. 1 mM MgCl_2_, 10 mM HEPES, pH 7.4) with pinacidil (100 µM), TRAM-34 (10 µM), PNU-37883A (10 µM) or with solvent only (<0.1% DMSO). Fluorescence was recorded at excitation/emission wavelengths of 485 nm/525 nm using a microplate reader equipped with a dispenser unit for adding compounds during the recording (FlexStation 3, Molecular Devices). Fluorescence intensities were recorded every 2 s for the duration of the experiment. Store depletion was induced by stimulating the cells with 1 μM thapsigargin in Ca^2+^-free DPBS solution, and Ca^2+^ influx was induced by adding an equal volume of 0.5 mM Ca^2+^ DPBS solution to the cells (for a final Ca^2+^ concentration of 200 µM). The fluorescence intensity of each well was normalized (F/F0) by dividing by the average baseline fluorescence intensity value prior to addition of thapsigargin (F0).

### Drugs used

We used pinacidil (Sigma Aldrich, St. Louis, MO), TRAM-34 Sigma Aldrich), PNU-37883A (Tocris Bioscience, Minneapolis, MN), glibenclamide (Sigma Aldrich), thapsigargin (Invitrogen), PMA/Ionomycin (Biolegend), and Golgi Stop (Monensin) (BD Biosciences).

### Antibodies used

Antibodies used are shown in **Supplementary Table S1**.

### Statistical analysis

When comparing two groups we used the Student’s t-test. For multiple group comparison we used 1-way ANOVA. If overall significance was achieved, *ad-hoc* pairwise comparison was performed using the Tukey t-test, or the Dunnett’s t-test when comparisons were made to a single control. Statistical significance was assumed at a p-value <0.05.

## Results

### *Kcnj8* is expressed in subsets of NK cells

Datasets from the Immunological Genome Project (ImmGen) mouse database show that *Kcnj8* is highly expressed in spleen CD27^-^/CD11b^+^ NK cell subsets and, upon viral infection, is strongly upregulated in cytotoxic CD8^+^ T cells (**Figure 1A**). We confirmed the expression of *Kcnj8* mRNA by RT-PCR in both isolated mouse NK cells and in mouse brain (**Figure 1B**). Using RNAscope analysis, we found *Kcnj8* expression in 4.4% of cells in the mouse spleen (**Figure 1C** and **Supplementary Figure S2**). Only a subset of *Ncr1*-postive NK cells (11.1%) had *Kcnj8* RNAscope dots. The quantitative RNA Scope data are in **Supplementary Table S3**. These data show that around 4% of all splenocytes express *Kcnj8*. *Kcnj8* dots are present in around 9-11% each of NK cells, CD3^+^ T cells and macrophages. This manuscript focuses on NK cells. These data show that *Kcnj8* is not expressed in all of the splenic NK cells in naïve mice.

**Figure 1:**
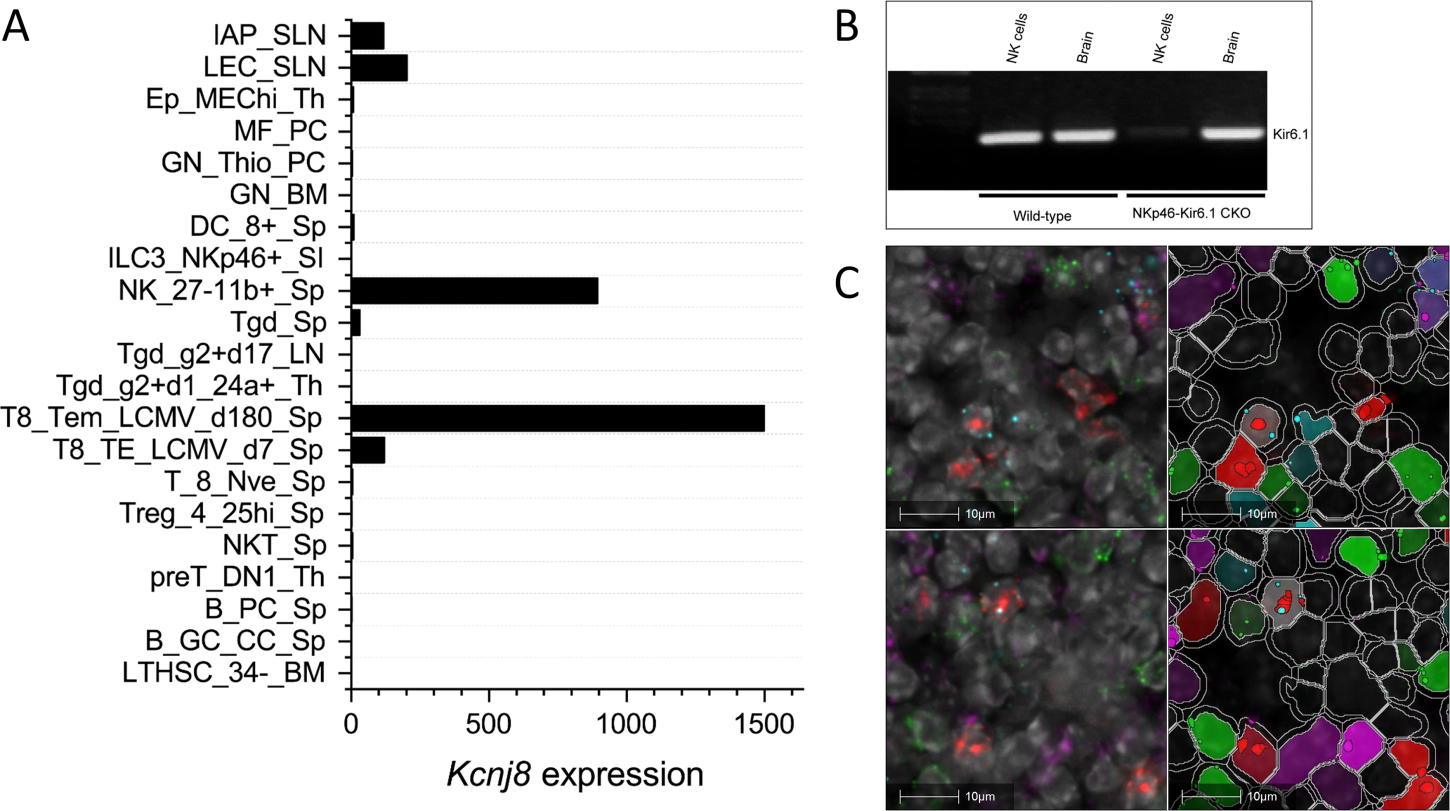
*Kcnj8* mRNA expression in NK cells. **(A)** Kcnj8 is expressed in cytotoxic effector cells in mouse immune cells. Shown are ImmGen ULI RNA seq expression data of bone marrow hematopoietic stem cells (LTHSC_34-BM), splenic germinal center centrocytes (B_GC_CC_Sp), splenic plasma cells (B_PC_Sp), thymic preT DN1 cells (preT_DN1_Th), splenic natural killer T cells (NKT_Sp), splenic CD25hi TRegs (Treg_4_25hi), splenic naïve CD8^+^ T cells (Sp T_8_Nve_Sp), splenic CD8^+^ T cells 7 days after LCMV infection (T8_TE_LCMV_d7_Sp), splenic CD8^+^ T cells 180 days after LCMV infection (T8_Tem_LCMV_d180_Sp), immature thymocytes (Tgd_g2+d1_24a+_Th), Tgd_g2+d17_LN, total splenic dgT cells (Tgd_Sp), splenic CD27^-^/CD11b^+^ NK cells (NK_27-11b+_Sp), lamina propria NKp46+ ILC3 cells (ILC3_NKp46+_SI), splenic CD8^+^ cells (DC_8+_Sp), bone marrow neutorophils (GN_BM), thio-induced peritoneal neutrophils (GN_Thio_PC), peritoneal macrophages (MF_PC), thymic medullary epithelial cells (Ep_MEChi_Th), subcutaneous lymphatic endothelial cells (LEC_SLN), and subcutaneous lymphatic pericytes (IAP_SLN). Expression values are normalized by DESeq2. Not shown are immune cell types with expression levels below 0.1. Data are from http://rstats.immgen.org/Skyline/skyline.html. **(B)** qRT-PCR data showing *Kcnj8* expression in isolated splenic NK cells and brain tissue from wild-type C57BL/6 mice and NK-cell specific NKp46-Kir6.1conditional knock-out mice. **(C)** RNAscope data of a mouse spleen. RNAscope probes used were designed to localize NK cells (*Ncr1*; red), T cells (*Cd3*; green), macrophages (*Abgre1*; magenta), and cells expressing *Kcnj8*; light blue*)*. Shown in the left are unprocessed images, with DAPI staining in gray scale. Cell segmentation was performed with DAPI as the cell marker and is shown on the right. Detected cells are outlined in white. Cells are pseudo colored based in expression of RNAscope dots. The top and bottom rows are two representative images.

### *Kcnj8* is expressed in mature and educated NK cells

To investigate *Kcnj8* expression in specific NK cell populations, we used a single cell RNA seq (scRNA seq) approach. NK cells were isolated from mouse spleens using a negative selection method, which largely excludes other cell types. Pooled cells from 3 mice were subjected to scRNA seq and analyzed using the Seurat package. A total of 15,878 cells were analyzed which yielded 16 individual cell clusters (**Figure 2A**). Clusters 0, 1, 2, 3 and 5 (77.5% of the total splenocytes) were NK cells, based on the expression of NK marker genes *Klrb1c* (NK1.1), *Ncr1* (NKp46), *Cd27* (CD27) and *Itgam* (CD11b), and the lack of the T-cell marker gene *Cd3ϵ* (**Figure 2B**). The remaining ~25% of cells included minor populations of B cells, macrophages, NKT cells, CD8^+^ T cells, and other immune cells (**Supplementary Table S4**).

**Figure 2:**
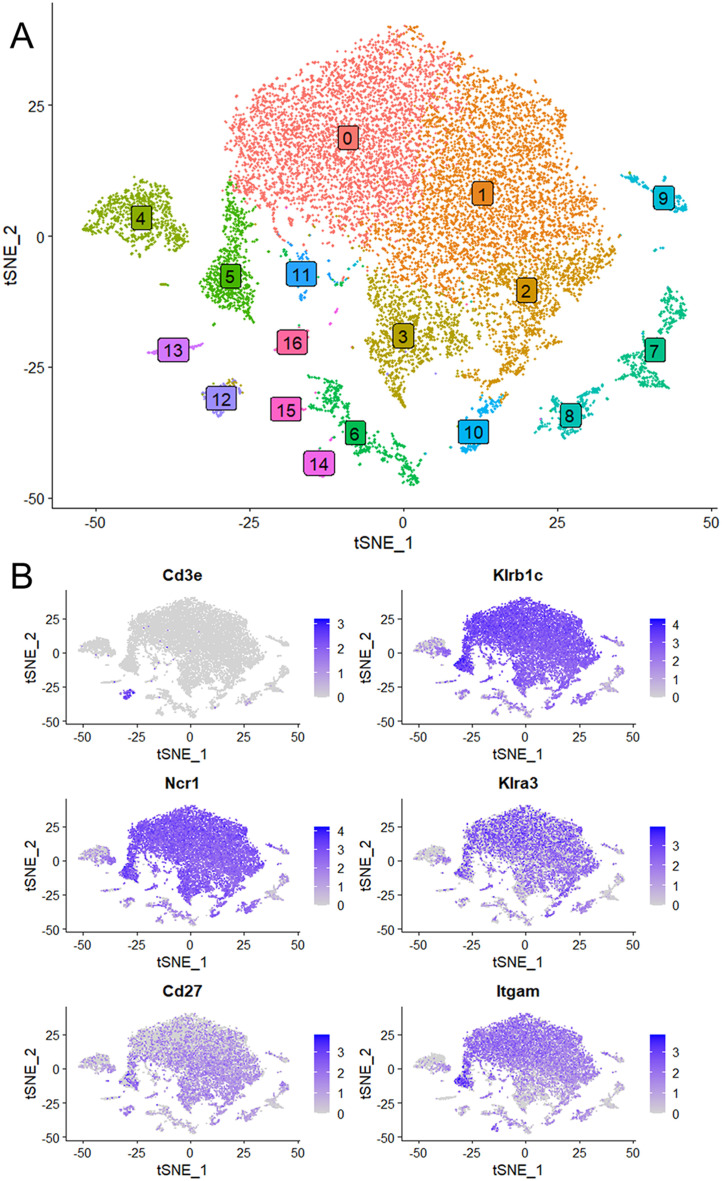
Single cell RNA seq data were obtained using NK cells of mouse spleen that were isolated using a negative selection method. Data analysis was performed with the Seurat package. **(A)** Sixteen separate cell clusters were identified by graph-based clustering algorithm. Non-linear dimensional reduction was performed and data are displayed as t-distributed Stochastic Neighbor Embedding (tSNE) plots. **(B)** Marker feature tSNE plots show lack of expression of *CD3e* (CD3E) in populations 0 to 3, and expression of the NK cell markers *Klrb1c* (NK1.1), *Ncr1* (NKp46), *Cd27* (CD27) and *Itgam* (CD11b). Also shown is high expression of *Klra3* (Ly49C) in mature NK cells (population 0).

We next focused on the major cell populations 0, 1, 2, 3 and 5 that express the NK cell markers. As maturity progresses, NK cells transition through CD27^+^/CD11b^-^, CD27^+^/CD11b^+^ and CD27^-^/CD11b^+^ subsets, becoming increasingly more cytotoxic during this progression (3). By the expression of these maturity markers, we identified populations 0 to 3 respectively to represent CD27^low^/CD11b^high^, CD27^high^/CD11b^high^, CD27^high^/CD11b^low^ and a minor population of CD27^low^/CD11b^low^ (**Figure 3A**). Cluster 5 is similar to cluster 2 and is quite advanced in the NK-cell developmental trajectory because they express *Itgam* (CD11b) and *Klra3* (Ly49C). Thus, population 3 is the least mature, followed by populations 2, 1 and 0. Interestingly, *Kcnj8* tracked the expression of CD11b, demonstrating that its expression is highest in the mature NK cells (**Figure 3B**).

**Figure 3:**
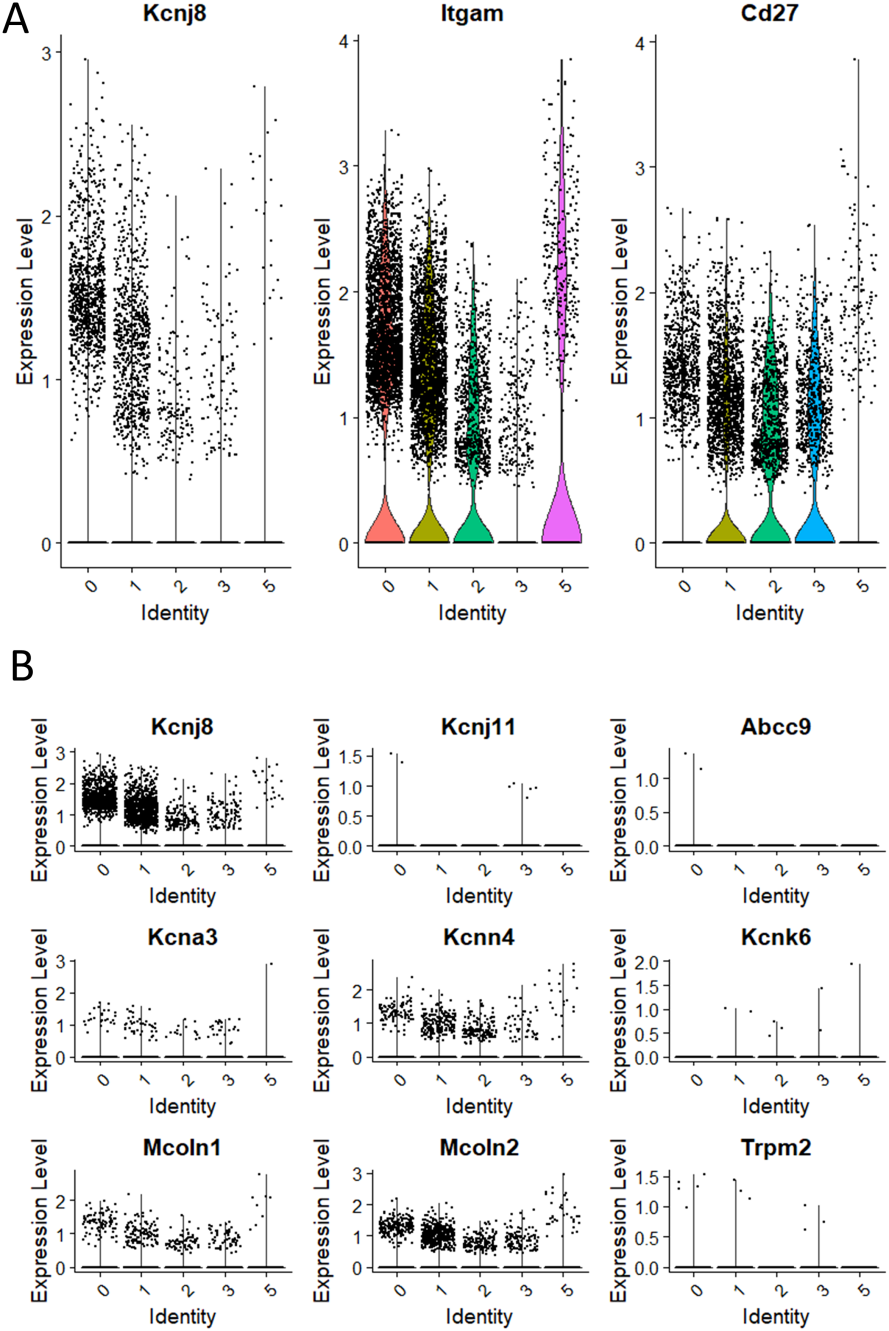
*Kcnj8* mRNA expression is highest in the mature CD11b^+^ NK cells in the mouse spleen. These data focus on populations 0 to 3 that are enriched in NK cell makers, identified in **Figure 2**. **(A)** Single cell violin plots are shown for *Kcnj8* (Kir6.1), and the NK cell maturity markers *Itgam* (CD11b), and *Cd27* (CD27). **(B)** Single cell violin plots of the scRNA seq data were generated to show the expression in populations 0 to 3 of ion channel genes *Kcnj8* (Kir6.1), *Kcnj11* (Kir6.2), *Abcc9* (SUR2), *Kcna3* (Kv1.3), *Kcnn4* (Kv1.3), *Kcnk6* (TWIK-2), *Mcoln1* (TRPML1), *Mcoln2* (TRPML2), and *Trpm2* (TRPM2). Note that *Abcc8* (SUR1) had no gene counts in this dataset.

We compared the expression of *Kcnj8* to other ion channels that have previously been identified in NK cells (**Figure 3B**). The expression of *Kcnj8* (Kir6.1) far exceeds those of K^+^ channels, including *Kcnj11* (Kir6.2), *Abcc9* (SUR2), *Kcna3* (Kv1.3), *Kcnn4* (Kv1.3), *Kcnk6* (TWIK-2), *Mcoln1* (TRPML1), *Mcoln2* (TRPML2), and *Trpm2* (TRPM2). *Abcc8* (SUR1) was not present in this NK cell dataset. High expression of *Kcnj8* in CD27^low^CD11b^high^ splenic NK cells can also be observed by reexamining data in public databases (**Supplementary Figure S3**) and other independent reports observed high expression of *Kcnj8* in mature mouse NK cell subsets (32–34), including educated NK cells (36, 37).

Uterine NK cells follow a different developmental trajectory from that of peripheral blood NK (pbNK) cells in both humans and mice. To analyze transcriptional changes downstream of educated uNK cells, we purified NKG2A^+^ and Ly49C/I^+^ uNK cells and analyzed differential gene expression (DEG) by comparing their transcriptomes with that of purified, uneducated NKG2A^-^Ly49C/I^-^ uNK cells. 

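Live CD45+ NKp46+ uNK cells were sorted from the pregnant uterus of C57BL/6 mice at gestation day 9.5 to 10.5. NKG2A and Ly49C/I are inhibitory receptors for MHC class I, and cells without either receptor served as the uneducated population. The data hold 9 libraries of uneducated cells, 9 of NKG2A+ cells and 6 of Ly49C/I+ cells from WT mice. Ly49C/I+ libraries are numbered here as in the paper's table, and the titles of some differ. Libraries were made from amplified full-length cDNA without molecular identifiers. The authors trimmed the reads, mapped them with STAR to GRCm38 and deposited the number of reads counted on each of 53700 Ensembl genes, without normalization. The counting program is not given in the sources used here. Between 16109604 and 18173312 reads were counted on genes in the uneducated libraries (median 17261497), between 13287163 and 18337954 in the NKG2A+ libraries (median 17355989), and between 15672839 and 17859012 in the Ly49C/I+ libraries (median 16490712). The counts were scaled by edgeR's TMM method and given as CPM, counts relative to the scaled library size. Genes with at least 5 CPM in at least 0.5 of the libraries compared were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, at an adjusted p threshold of 0.05. The paper states the same threshold on CPM, but its table of Ly49C/I+ cells holds 9573 genes, whereas 9292 were tested here. The paper also corrected for GC content and gene length with CQN, a step that the deposited counts do not include and that was not repeated here. The legend of Figure 4 gives 9 libraries for NKG2A+ and uneducated cells, whereas the supplementary table of this comparison lists 8 of each, without number 5. The 8 and 8 libraries of the table are used below, with the values over all 9 and 9 beside them for Kcnj8 and for the number of DEG. The paper gives no reason for leaving out number 5. All 9 uneducated libraries enter the comparison with Ly49C/I+ cells, as in the paper's table. These tests treat the libraries as unpaired, although same-numbered libraries may share a source.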

The data show that *Kcnj8* is expressed at elevated levels in NKG2A^+^ or Ly49C/I^+^ educated uNK cells, alongside known markers of NK-cell education such as *Cd266* (DNAM-1). 

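Kcnj8 (ENSMUSG00000030247) was counted at 29.4 ± 10.5 CPM (SD, n = 8) in NKG2A+ uNK cells and at 6.04 ± 5.17 CPM (SD, n = 8) in uneducated uNK cells. The log2 fold change was 2.28 (standard error 0.382, adjusted p = 0.000424, edgeR quasi-likelihood test). Every NKG2A+ library lay above every uneducated library (two-sided exact permutation test on log2(CPM + 1), p = 0.0001554, the smallest that these libraries allow). Over all 9 and 9 libraries the levels were 29.45 ± 9.79 CPM (SD, n = 9) and 5.38 ± 5.23 CPM (SD, n = 9), and the 2 groups remained apart (two-sided exact permutation test, p = 4.114e-05). The libraries numbered 5, which the paper's table leaves out, had 0.0678 CPM in uneducated cells, from 1 read, and 29.95 CPM in NKG2A+ cells. Without uneducated library 9, the setting that moved the fold change most, it was 2.77. In Ly49C/I+ uNK cells, Kcnj8 was at 31.4 ± 12.4 CPM (SD, n = 6), a log2 fold change of 2.54 over the 9 uneducated libraries (standard error 0.567, adjusted p = 0.0100, edgeR quasi-likelihood test). All 6 Ly49C/I+ libraries lay above the 9 uneducated libraries (two-sided exact permutation test, p = 0.0001998). None of 2544 stretches of 50 bases in the Kcnj8 transcripts occurs in a transcript of another gene. Cd226 (ENSMUSG00000034028), which encodes DNAM-1 and is written Cd266 in the text, lies on chromosome 18 from 89176967 to 89272229. In NKG2A+ cells it was at 110 ± 42.2 CPM (SD, n = 8) against 22.3 ± 6.76 CPM (SD, n = 8), a log2 fold change of 2.30 (standard error 0.239, adjusted p = 3.58e-06, edgeR quasi-likelihood test). In Ly49C/I+ cells Cd226 was at 28.4 ± 14.1 CPM (SD, n = 6) against 20.6 ± 8.03 CPM (SD, n = 9), and the log2 fold change of 0.46 was within the spread between libraries (standard error 0.349, adjusted p = 0.448, edgeR quasi-likelihood test).

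**Figure D2:**
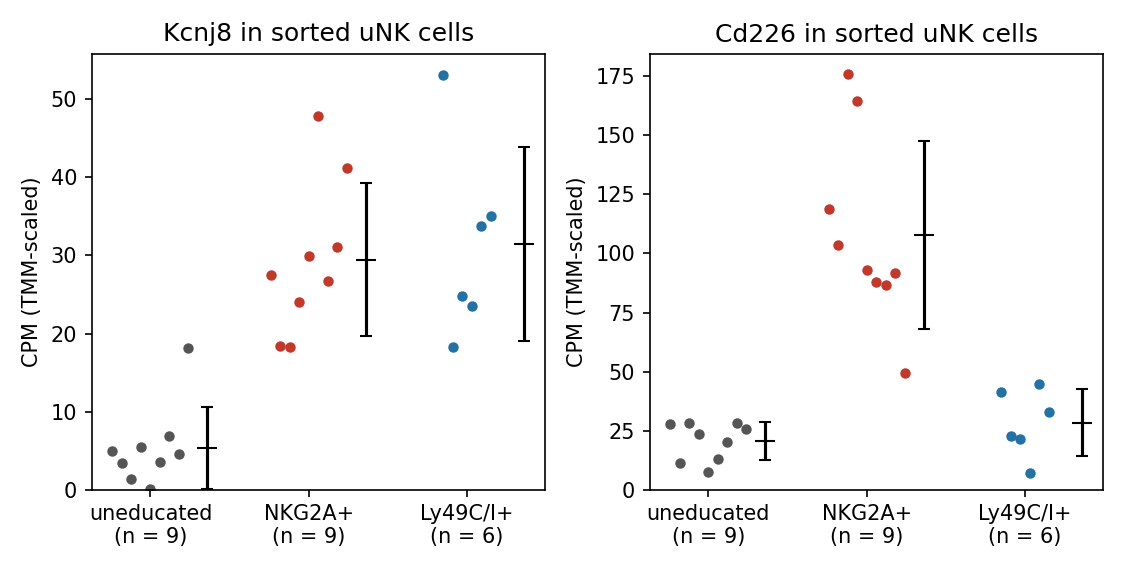
Kcnj8 (left) and Cd226 (right) in CPM on TMM-scaled library sizes in each WT library of uneducated (n = 9), NKG2A+ (n = 9) and Ly49C/I+ (n = 6) uNK cells. Each point is a library, and the bar to the right of each group gives the mean and SD. The highest uneducated library has 18.2 CPM of Kcnj8, just below the lowest NKG2A+ library at 18.3 CPM and the lowest Ly49C/I+ library at 18.3 CPM.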

Other highly expressed DEG include cytokines and chemokines (e.g: *Ccl5*, *Il15*), effector molecules (e.g. *Ifng*, *Xcl1, Gzmf*), transcription factors, and signaling molecules (**Figure 4**). 

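Ccl5 (ENSMUSG00000035042) rose from 1038 ± 278 CPM (SD, n = 8) in uneducated cells to 2464 ± 543 CPM (SD, n = 8) in NKG2A+ cells, a log2 fold change of 1.25 (standard error 0.155, adjusted p = 2.46e-05, edgeR quasi-likelihood test). Its log2 fold change in Ly49C/I+ cells was 0.41 (adjusted p = 0.187), which did not pass the threshold. Ccl5 passed there in 1 of 26 other settings, with the library number as a block and a correction for GC content and length (adjusted p = 0.0184). The paper's table also calls it (the paper's FDR 0.0335). Il15 was a low gene, at 9.11 ± 4.05 CPM (SD, n = 8) in NKG2A+ and 3.60 ± 2.84 CPM (SD, n = 8) in uneducated cells. Its log2 fold change of 1.34 had an adjusted p of 0.0514 and passed the threshold in 8 of 27 other settings, among them edgeR's likelihood ratio test (adjusted p = 0.0232), with adjusted p between 0.0132 and 0.1195 over all of them. 1 of these settings, the likelihood ratio test with a correction for GC content and length, was chosen after the data were seen. Leaving out uneducated library 7 (adjusted p = 0.0133, edgeR quasi-likelihood test) or NKG2A+ library 3 (adjusted p = 0.0415) also moved Il15 past the threshold. Il15 was below the CPM threshold here in the comparison with Ly49C/I+ cells. The paper's table of that comparison does hold Il15, at a log2 fold change of 0.85 (the paper's FDR 0.376). Ifng was higher in NKG2A+ cells by a log2 fold change of 0.88 (adjusted p = 0.000187), and in Ly49C/I+ cells the change was 0.14 (adjusted p = 0.672). Without Ly49C/I+ library 1 the latter was -0.02. A share of 19.9% of the 50-base stretches of Ifng also occurs in the overlapping gene Gm49751. Xcl1 was higher in both educated populations, by 0.90 in NKG2A+ cells (adjusted p = 0.00311) and 1.11 in Ly49C/I+ cells (adjusted p = 0.00366). Gzmf was lower in both. It fell from 1776 ± 799 CPM (SD, n = 8) in uneducated cells to 383 ± 119 CPM (SD, n = 8) in NKG2A+ cells, a log2 fold change of -2.21 (standard error 0.266, adjusted p = 2.16e-05). The log2 fold change of Gzmf in Ly49C/I+ cells was -1.83 (standard error 0.279, adjusted p = 0.00109). Of its 50-base stretches, 7.36% also occur in Gzmg or Gzmd.
Gzma, shown in Figure 4, changed by 1.02 in NKG2A+ cells (adjusted p = 0.000107) and by 0.47 in Ly49C/I+ cells (adjusted p = 0.183). The latter passed in 2 of 26 other settings, both with the library number as a block (adjusted p = 0.0096 and 0.00484). The paper's table also calls Gzma in Ly49C/I+ cells (the paper's FDR 0.0323). Klrg1 fell by 0.74 in NKG2A+ cells (adjusted p = 0.000125) and by 0.53 in Ly49C/I+ cells (adjusted p = 0.0182). With the correction for GC content and length, the decrease of Klrg1 in Ly49C/I+ cells no longer passed (adjusted p = 0.0677, the highest of 26 settings, the lowest being 0.00146). The genes of the sorted receptors check the sort. Klrc1, which encodes NKG2A, was at 614 ± 97.1 CPM (SD, n = 8) in NKG2A+ and 4.65 ± 4.06 CPM (SD, n = 8) in uneducated cells. Klra9, which encodes Ly49I, was at 658 ± 96.4 CPM (SD, n = 6) in Ly49C/I+ and 70.8 ± 19.8 CPM (SD, n = 9) in uneducated cells. Klra3, which encodes Ly49C, was lower in Ly49C/I+ than in uneducated cells, at 55.8 ± 19.3 CPM (SD, n = 6) against 138 ± 49.7 CPM (SD, n = 9). These receptor genes have close paralogs, and 38.6% of the 50-base stretches of Klrc1, 31.5% of Klra9 and 20.7% of Klra3 occur in other genes, so that their counts are uncertain.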

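The 2 educated uNK populations were also compared with each other. Kcnj8 did not differ by more than the spread between libraries, with a log2 fold change of -0.09 between NKG2A+ (n = 9) and Ly49C/I+ (n = 6) cells (standard error 0.244, adjusted p = 0.885, edgeR quasi-likelihood test; two-sided exact permutation test, p = 0.776). Leaving out Ly49C/I+ library 1 turned its sign (0.12). Across 9207 genes tested in both comparisons, the log2 fold changes of NKG2A+ and Ly49C/I+ cells against uneducated cells had a Pearson r of 0.666 and a Spearman rho of 0.616. Genes are not independent replicates, and both comparisons share uneducated libraries. In 20 simulated pairs of unchanged groups against the same uneducated libraries, the median Pearson r was 0.461 (range 0.438 to 0.491) and no gene passed the threshold in both comparisons. In the data, 466 genes passed it in both, all in the same direction, Kcnj8 among them. Simulated genes were drawn independently of each other, whereas real genes vary together, so the simulated range may be too narrow. With separate uneducated libraries for each comparison, r was 0.558 and 165 genes passed in both. From the higher level of Kcnj8 in each of the 2 educated populations, read beside its data on splenic NK cells, the paper draws its conclusion for educated uNK cells.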

Overall, consistent with the data obtained with splenic NK cells, educated uNK cells expressed elevated levels of *Kcnj8*.

**Figure 4:**
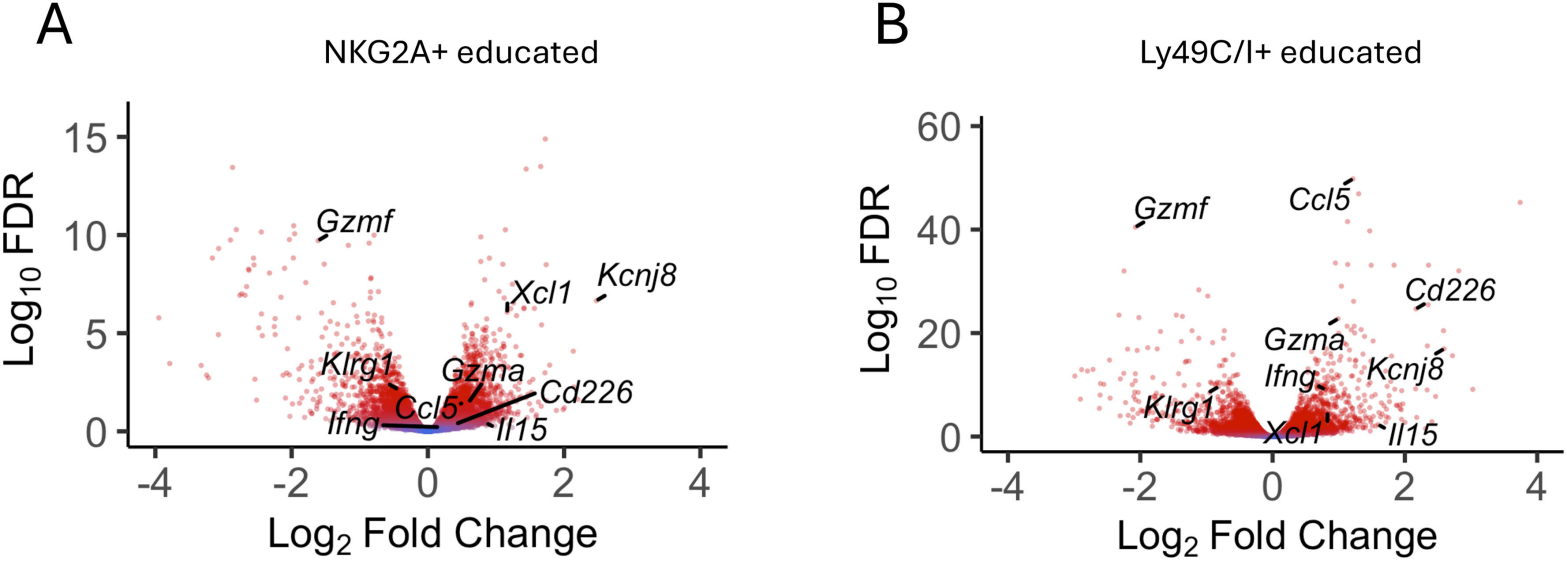
*Kcnj8* is expressed at higher levels in mature, educated uterine NK cells. Volcano plot showing selected DEGs in NKG2A+ [**(A)**, n=9] and LY49C/I+ [**(B)**, n=6] educated uNK compared to uneducated uNK cells (LY49C/I- NKG2A- n=9). Red color indicates statistical significance (FDR<0.05). Fold change expressed in log2 relative to uneducated uNK cells. A list of all DEG with their FC and FDR is accessible in **Supplementary Tables S5A** and **S5B**.

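With the quasi-likelihood test, 1520 of 9349 genes differed between NKG2A+ and uneducated uNK cells (8 and 8 libraries) at an adjusted p under 0.05. Of these, 800 were higher and 720 lower in NKG2A+ cells, and 148 rose and 121 fell by more than 1 on the log2 scale. Over all 9 and 9 libraries 1404 genes differed. Between Ly49C/I+ and uneducated cells (6 and 9 libraries), 855 of 9292 genes differed, 418 higher and 437 lower in Ly49C/I+ cells, of which 66 rose and 89 fell by more than 1. Without a threshold on CPM, 451 genes differed in this comparison. Without Ly49C/I+ library 7 the number was 466, without Ly49C/I+ library 5 it was 564, and without uneducated library 3 it was 539. Among genes whose libraries did not overlap between the groups, the largest increases in NKG2A+ cells were those of Klrc1 (7.05), Tcrg-C4 (3.73) and Cd200r1 (3.16). The largest decreases were those of Fam178b (-2.74), Tdrd9 (-2.73) and Anxa3 (-2.58). In Ly49C/I+ cells the largest increases were those of Klra9 (3.22), Kcnj8 and a gene listed only as ENSMUSG00000119079 (1.88), which the paper's table names AL603682.1. The largest decreases were those of Aqp9 (-5.09), Tmem40 (-4.51) and Adgrg1 (-4.02), which had counts in only 1, 2 and 2 of 6 Ly49C/I+ libraries, so that the size of these changes is uncertain. Over other settings Aqp9 lay between -10.40, without Ly49C/I+ library 1, and -4.74, Tmem40 between -6.13 and -4.15 and Adgrg1 between -6.16 and -3.58. Leaving out Ly49C/I+ library 1 or 2 was among the settings that moved Tmem40 and Adgrg1. Adgrg1 no longer passed without uneducated library 3 or without a threshold on CPM (adjusted p = 0.0647, edgeR quasi-likelihood test), the highest of 25 settings, the lowest being 0.0104. In data simulated from these libraries, the test recovered 74% of genes changed by 1 on the log2 scale and 95% of those changed by 2 in the NKG2A+ comparison, and 66% and 92% in the Ly49C/I+ comparison.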

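The copies of the supplementary tables used here hold the first 1999 of 9573 genes for Ly49C/I+ cells and the first 1999 of 9349 genes for NKG2A+ cells, sorted by decreasing log2 fold change. They therefore show increases only, with the smallest log2 fold change at 0.29 and 0.25. The paper's reported log2 fold changes of Kcnj8 are 2.59 in NKG2A+ cells (the paper's FDR 1.11e-17) and 2.47 in Ly49C/I+ cells (the paper's FDR 2.21e-07). For Cd226 the paper's table gives 2.17 in NKG2A+ cells (the paper's FDR 2.19e-25) and 0.41 in Ly49C/I+ cells (the paper's FDR 0.426). The tables report a likelihood ratio for each gene. With edgeR's likelihood ratio test in place of the quasi-likelihood test, 1707 genes differed in NKG2A+ cells and 1148 in Ly49C/I+ cells.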

### K_ATP_ channel recordings in mouse splenic NK cells

We next performed patch clamp experiments to determine whether K_ATP_ channel currents can be measured in NK cells. NK cells were isolated from mouse spleen using a negative selection method and subjected to whole-cell patch clamping on the same day. Typical whole-cell patch clamp recordings are shown in **Figure 5**. Two types of current profiles were present in these cells. In 6 of 10 cells, there was a time-dependent activation of currents during depolarization and the currents were strongly outward rectifying (**Figures 5A, B**). The time-dependent profile is indicative of the presence of a voltage-gated K^+^ current. We used PNU-37883A in these experiments since it is a Kir6.1 pore blocker (35, 36). Neither the K_ATP_ channel opener pinacidil (100 µM) nor PNU-37883A (10 µM) had significant effects on the recorded currents. Four of the 10 cells, by contrast, exhibited little time dependence and the currents were relatively linear as a function of voltage (**Figures 5C, D**). Pinacidil had no appreciable effects on these currents, but PNU-37883A blocked both inward and outward currents. At -100 mV, for example, PNU-37883A decreased the current by -46 ± 6.7% (n=4; p<0.01; paired-t-test). These data are consistent with the presence of a Kir6.1-containing K_ATP_ channel in a subset of NK cells that is sensitive to the channel blocker PNU-37883A.

**Figure 5:**
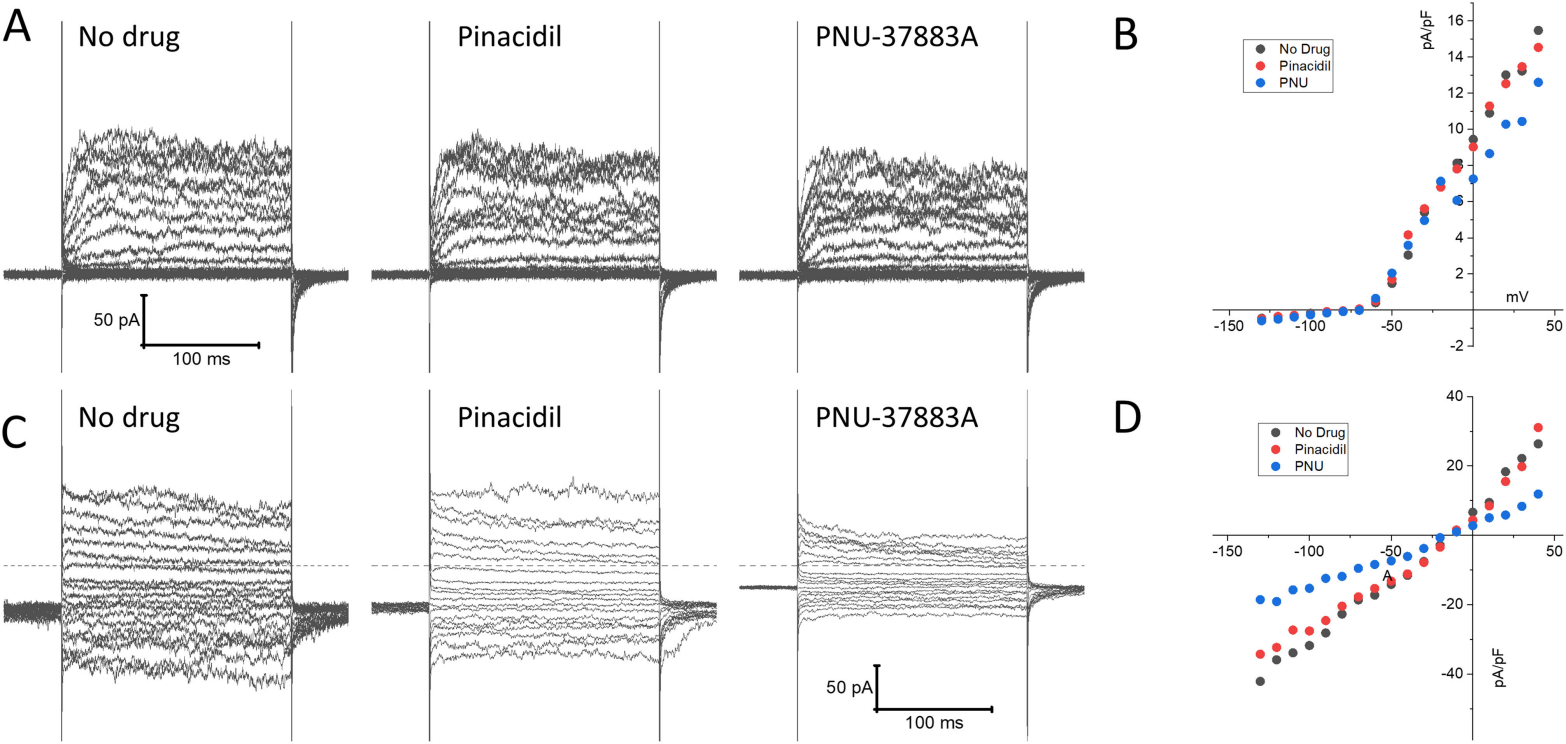
Patch clamp current recordings in isolated mouse spleen NK cells. NK cells, isolated from wild-type mouse splenocytes by negative selection, were subjected to whole-cell patch clamp recordings. **(A)** An example of recordings of a cell that exhibited time-dependent currents upon depolarization with little inward rectification. Shown on the left are recordings made in the absence of drug, 3 min after application of 100 µM pinacidil, and 3 min after application of 10 µM PNU-37883A (in the continued presence of pinacidil). **(B)** Depicted is the current, measured at the end of the voltage step, as a function of applied voltage of this cell, demonstrating pronounced outward rectification. **(C)** A typical example of a cell with a distinctly different current profile, that showed little time dependence and the presence of strong inward currents upon hyperpolarization. **(D)** The current-voltage relationship of this cell was essentially linear, and the current was strongly blocked by PNU-37883A.

### *Kcnj8* does not regulate degranulation or INF-γ release in NK cells

We first assessed the effects of pharmacological K_ATP_ channels intervention on NK cell degranulation. Surface expression of CD107a (LAMP-1) was measured by flow cytometry as an index of degranulation. WT mice were compared with tamoxifen-inducible NK cell-specific *Kcnj8* deficiency. Mice were pretreated with poly I:C, a synthetic dsRNA that strongly stimulates innate immunity. NK cells were isolated from the spleens and were co-incubated for 2 h with YAC−1 target cells in the presence of the K_ATP_ channel opener (30 µM pinacidil), a K_ATP_ channel blocker (1 µM glibenclamide). As a positive control, cells were incubated with a combination of phorbol 12-myristate 13-acetate (PMA; 80 nM) and ionomycin (1.3 µM), which is known to stimulate NK cell degranulation (37). A negative control consisted of the drug solvent only (<0.01% DMSO). Neither the K_ATP_ channel opener nor the blocker affected degranulation in this *in vitro* assay (**Figures 6A, B**). Moreover, there was no significant difference when comparing the WT and KO groups (2W ANOVA; p = 0.794).

**Figure 6:**
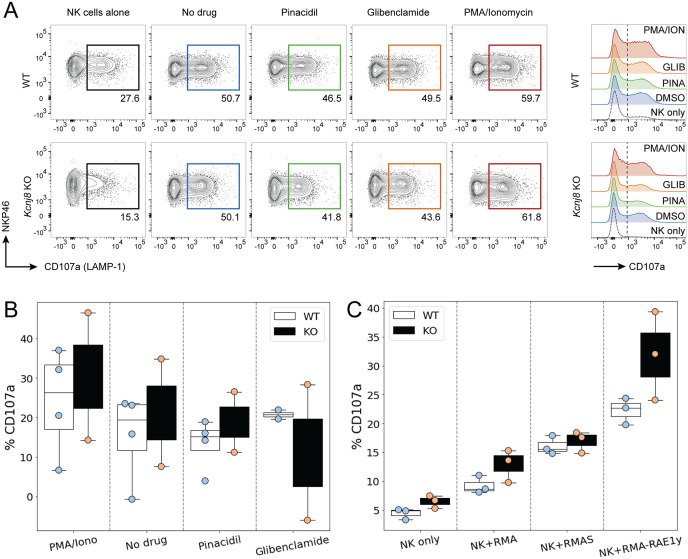
NK cell degranulate effectively in both WT and NK-cell specific *Kcnj8* KO mice. **(A)** Flow cytometry gating strategy to detect CD107a+ (degranulating) NK cells in a co-culture of NK cells and YAC-1 cells. NK cells, isolated from mouse spleen, were co-cultured for 2 h with YAC−1 target cells in the presence of the K_ATP_ channel opener (30 µM pinacidil), a K_ATP_ channel blocker (1 µM glibenclamide). Phorbol 12-myristate 13-acetate (PMA; 80 nM) and ionomycin (1.3 µM) was used as a positive control. The no drug group contained solvent only (<0.01% DMSO). **(B)** Summary data of all experiments using the K_ATP_ channel drugs. **(C)** Spleen NK cells isolated from WT or NK-specific *Kcnj8* KO mice were co-cultured with or without the target cell lines, RMA, RMA-S and RMA-RAE1y. Flow cytometry was performed to detect the percentage of CD107a+ NK cells (as a surrogate marker of degranulation). The data are from 3 separate experiments.

We next assessed the impact of *Kcnj8* on NK cell degranulation against different types of target cells. We used three types of lymphoma cells: parental RMA cells expressing MHC class I molecules; mutant RMA-S cells expressing very low MHC class I molecules and mutant RMA-Rae1γ cells expressing MHC class I molecules along with the NKG2D ligand. The RMA−S cells and RMA-Rae1γ cells elicit stronger NK cell activation than the RMA cells (38, 39). We compared wild-type mice with mice constitutively deficient of *Kcnj8* in NK cells. In both groups, NK cells were pre-stimulated by injecting poly(I:C). After 2 days, NK-enriched splenocytes were co-incubated with either RMA, RMA-S or RMA-Rae1γ cells. The percentage of CD107a^+^ degranulating NK cells in response to each of the three RMA cell type was quantified after 2 hours by flow cytometry (n=3-4, repeated twice). As expected, NK cells responded with higher CD107a^+^ cell percentages to the RMA-S and RMA-Rae1γ cells when compared to RMA cells (**Figure 6C**). There was, however, no statistical difference when comparing the genotypes (2W ANOVA; p=0.860). When gating on the different CD27^+^/CD11b^+^ subsets, there were also no significant genotype differences in the percentage of CD107a^+^ cells within each subset (data not shown).

We also examined INF-γ release from splenic NK cells incubated with IL-15, IL-15 plus IL-18, or with the positive control PMA/ionomycin. As expected, IL-18 and PMA/ionomycin led to significant elevation of INF-γ in the cell culture media (assessed by ELISA) (p<0.01; 2W ANOVA). However, there were no significance differences by genotype (p=0.32; 2W ANOVA; **Supplementary Figure S4**), demonstrating that INF-γ release was unaffected by *Kcnj8* under these experimental conditions.

Taken together, our data show that NK cells can degranulate effectively in the absence of *Kcnj8*. Moreover, INF-γ release stimulated by IL-18 was unaffected by the absence of *Kcnj8*. It remains to be investigated whether these processes would be affected during metabolic stress (when K_ATP_ channels are expected to open), such as the hypoxic environment of a solid tumor.

### *Kcnj8* is not required for tumor rejection by NK cells

In a next experiment, we tested the efficiency of NK cells to reject tumor cells *in vivo*. We administered an equal mix of RMA, RMA-S and RMA-Rae1γ cells intraperitonially to control mice and mice constitutively deficient of *Kcnj8* in NK cells. After 48 hours, tumor cells were harvested and quantified. Very few MHC-deficient RMA-S cells were present in both groups, suggesting they had been rejected by NK cells upon missing-self recognition (n=3-4, repeated twice). We focused therefore on the ratio of RMA to RMA-Rae1γ cells. By flow cytometry, we detected several different cell populations in the peritoneal cavity (**Figure 7A**). The RMA and RMA-Rae1γ cells tumor cells were recovered in approximately the same ratio in the control and KO mice, suggesting no obvious defect in recognition of induced self in the KO mice (**Figure 7B**). These results suggest that the *in vivo* anti-tumor NK-cell response is effective in KO mice. Therefore, *Kcnj8* deficiency does not seem to affect overall NK-cell cytotoxicity under these specific conditions or tumor cells tested.

**Figure 7:**
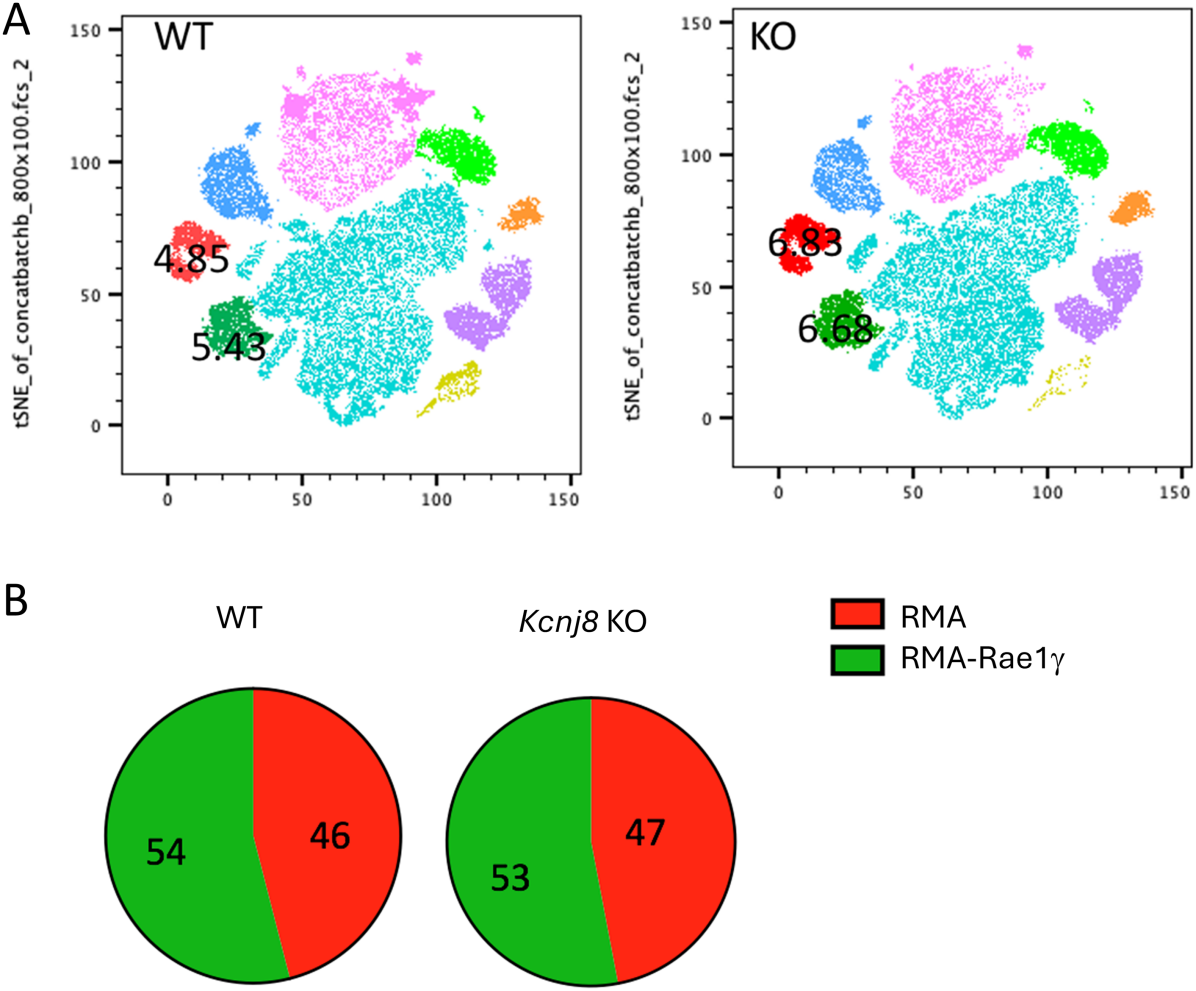
NK cells reject tumor cells equally *in vivo* in WT and NK- specified *Kcnj8* KO mice. Mice were injected I.P. with a mixture of RMA-S, RMA and RMA-RAE1y cells, pre-stained with fluorescent markers for later visualization and identification. The RMA-Rae1γ cells are preferential NK cell targets due to high expression of MHC class I molecules. After 48 h, cells were isolated from the peritoneum and subjected to flow cytometry to quantify the relative amounts of target cells. **(A)** Cells from the peritoneal fluid of four WT and four NK- specified *Kcnj8* KO mice were downsampled to equal cell counts of viable cells per group (40.000 cells per group) in FlowJo and concatenated to a single file prior to unbiased dimensionality reduction approach, visualized as tSNE plots. The clusters were determined by protein expression levels of forward and side scatter (FSC & SSC), H2Kb, CD3, CFSE, FarRed, NK1.1 and CD69. RMA-S cells were not detected. The RMA (red) and RMA-RAE1y (green) cell populations each comprised about 5% of the number of cells in both the WT and KO mice. **(B)** Depicted is the percentage of RMA and RMA-RAE1y cells found in peritoneal fluid of WT and KO mice. Experiment was repeated twice with similar results.

### No role for K_ATP_ channels in store-operated Ca^2+^ entry in mouse NK cells

Degranulation is dependent on store-operated Ca^2+^ entry (SOCE) into human NK cells (20), The Ca^2+^-activated K^+^ channel KCa3.1 regulates SOCE by preventing SOCE-induced membrane depolarization, thereby maintaining Ca^2+^ influx (15). Given the high expression of the *Kcnj8* in mouse cytotoxic NK cells, we tested whether K_ATP_ channels may have a similar role in SOCE in mouse NK cells. We used a well-described protocol to deplete Ca^2+^ from the endoplasmic reticulum (ER) with the sarco-endoplasmic reticulum Ca^2+^ ATPase (SERCA) inhibitor thapsigargin (TG), which triggers SOCE through Ca^2+^ release-activated Ca^2+^ (CRAC) channels (40). We recorded SOCE by measuring cytosolic Ca^2+^ with Fluo-4/AM while depleting the ER stores, and following the addition of 200 µM extracellular Ca^2+^ to initiate SOCE (**Figure 8A**). The magnitude of the SOCE response was unaffected by the K_ATP_ channel opener pinacidil or the Kir6.1-blocker PNU-37883A (**Figures 8A, B**). Blocking KCa3.1 with TRAM-34 also had no effect on SOCE, which is consistent with the low *Kcnn4* (KCa3.1) mRNA counts in the mouse spleen NK cells (**Figure 3B** and **Supplementary Figure S3**). These data suggest that neither KCa3.1 nor K_ATP_ channels contribute to SOCE in mouse splenic NK cells.

**Figure 8:**
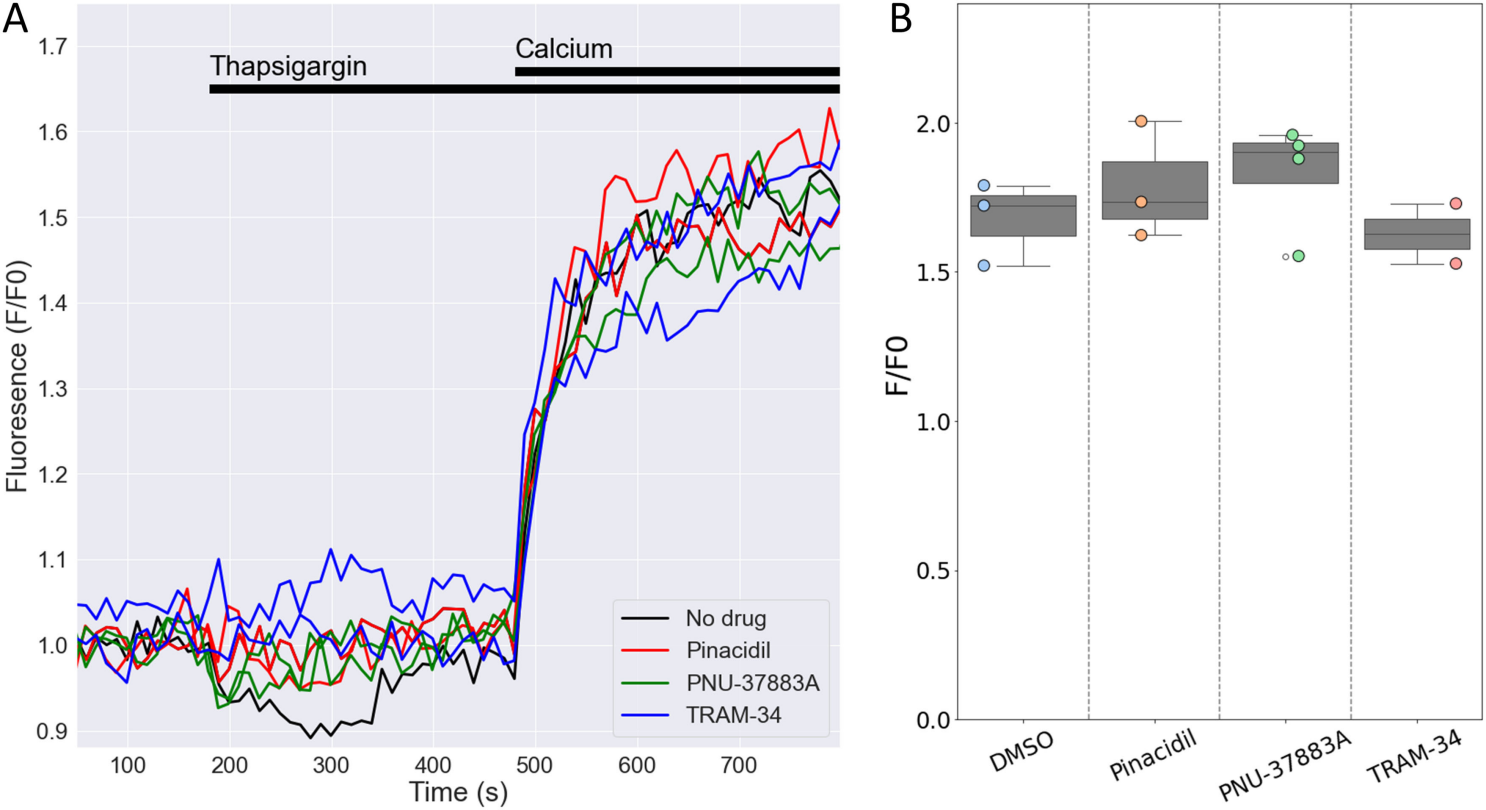
Openers or blockers of K_ATP_ channels do not affect store-operated Ca^2+^ entry (SOCE) in mouse NK cells. Cytosolic Ca^2+^ of isolated splenic NK cells was recorded with Fluo4/AM. **(A)** Depicted are representative F/F0 traces in different wells of the same experiment with NK cells pretreated for 15 min with pinacidil (100 µM), TRAM-34 (10 µM), PNU-37883A (10 µM) or with no drug (<0.1% DMSO). Store depletion was accomplished by 1 μM thapsigargin and SOCE was initiated by adding 200 µM CaCl_2_ to the external solution. **(B)** Summary data of experiments performed on different days (n=3 mice). p=0.84 with 1W-ANOVA.

### Effects of *Kcnj8* deficiency on the transcriptome of NK cells

In order to better understand the consequences of NK cell *Kcnj8* deficiency, we performed a bulk RNA seq experiment of freshly isolated splenocytes, with NK cells isolated by cell sorting using CD27 and CD11b antibodies. RNA seq experiments were performed with sorted NK cells from wild-type mice and tamoxifen-inducible NK cell-specific *Kcnj8* deficiency (n=2 each). The expectation was that these data may point to underlying transcriptional changes and pathways affected by the absence of *Kcnj8*. The read counts were variable in the immature CD27^-^/CD11b^-^ population due to low cell yields and these data were therefore excluded from analysis. A principal component analysis of the remaining three populations (**Figure 9A**) demonstrated that NK cell populations CD27^+^/CD11b^-^, CD27^+^/CD11b^+^ and CD27^-^/CD11b^+^ (respectively populations 2, 1 and 0 in order of maturity) segregated separately, indicative of transcriptional differences between these cell types. The variance between genotypes were small, demonstrating that *Kcnj8* deficiency led to specific transcriptional changes. When mapping the individual reads to *Kcnj8* on the mouse genome, it is clear that reads within exon 2 are largely absent in the *Kcnj8* knockout mice, as expected from the knockout strategy (**Figure 9B**). The normalized reads for *Cd27* (CD27) and *Itgam* (CD11b), which verifies the nature of the NK cell populations are shown in **Figure 9C**. Also shown are the normalized reads of *Kcnj8* in the different groups, which makes it evident that the mature CD27^-^/CD11b^+^ NK cells express significantly elevated levels of *Kcnj8* compared to the less mature CD27^+^/CD11b^+^ and CD27^+^/CD11b^-^ populations in WT mice. Given that *Kcnj8* expression is so much elevated in the CD27^-^/CD11b^+^ population, we performed a differential gene expression analysis in this population by comparing the WT and KO genotypes. A total of 29 genes were differentially expressed, with 16 upregulated and 13 downregulated (**Table 1**). A gene ontology analysis reveals affected biological processes to be involved that include phospholipase C activity, cytokine production and JAK-STAT signaling (**Supplementary Figure S5**).

**Figure 9:**
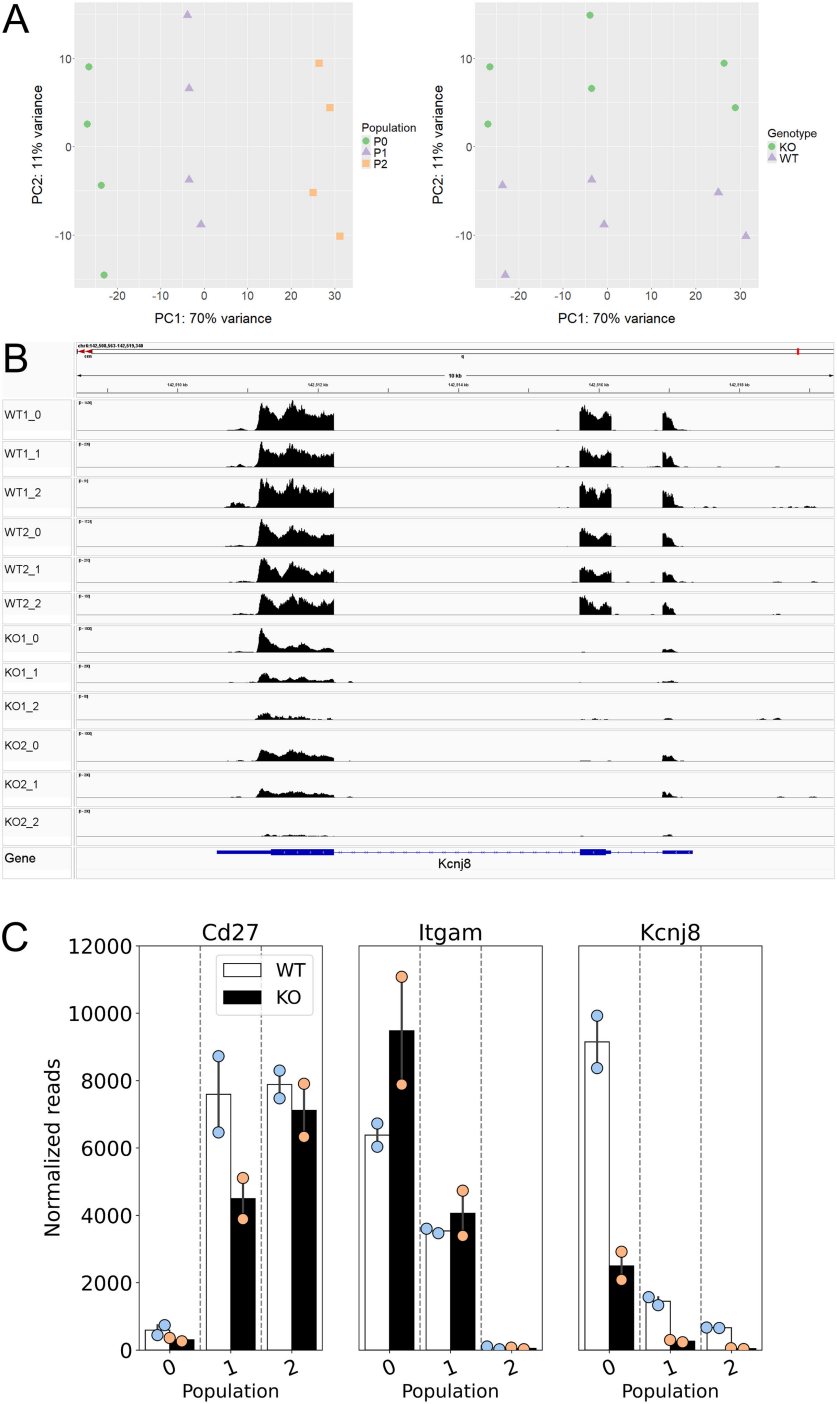
Data of a bulk RNA seq experiment performed with mouse splenic cells, NK cells isolated by cell sorting by first using NK markers NK1.1 and NKp46, then NK cell maturity markers CD27 and CD11b (n=2 each of WT and tamoxifen-induced NK cell-specific *Kcnj8* KO mice). Normalized reads and differentially expressed genes were calculated using the DEseq2 package. Normalized gene expression was averaged within populations. **(A)** Principal component analysis demonstrates segregation of the three populations 2, 1 and 0 (respectively CD27^+^/CD11b^-^, CD27^+^/CD11b^+^ and CD27^-^/CD11b^+^). **(B)** Mapping of RNA seq reads against the mouse mm10 genome was performed with IGV (Integrative Genomics Viewer). Note that the *Kcnj8* gene at the bottom of the panel is oriented in the reverse direction (3’ to 5’). **(C)** Normalized *Cd27* (CD27), *Itgam* (CD11b), and *Kcnj8* (Kir6.1) reads in the three different populations for wild-type (WT) and mice with NK cell-specific *Kcnj8* deficiency (p<0.05 with the Mann-Whitney Rank Sum Test). Note that, although *Kcnj8* reads remain in the KO mice, they are from exons 1 and 3 as shown in panel **(B)**.

**Table 1:** Differentially expressed genes in the CD27^-^/CD11b^+^ population of NK cells.

Gene	Name	baseMean	log2FoldChange	lfcSE	pvalue	padj
*Uty*	ubiquitously transcribed tetratricopeptide repeat containing, Y-linked	224.1	-9.54	1.38	9.47E-12	1.59E-08
*Kdm5d*	lysine demethylase 5D	296.1	-9.12	1.04	1.87E-17	4.05E-14
*Capn11*	calpain 11	33.5	-8.60	2.94	3.37E-07	0.000243
*Ddx3y*	DEAD box helicase 3, Y-linked	1034.6	-8.14	0.53	6.78E-54	1.03E-49
*Ighg2c*	immunoglobulin heavy constant gamma 2C	747.5	-6.69	0.51	4.14E-40	2.09E-36
*Slpi*	secretory leukocyte peptidase inhibitor	54.4	-4.31	0.98	4.92E-07	0.00031
*Kit*	KIT proto-oncogene receptor tyrosine kinase	946.6	-3.55	0.41	8.97E-20	2.26E-16
*Dtx1*	deltex 1, E3 ubiquitin ligase	328.1	-2.91	0.43	3.01E-13	5.69E-10
*H2-Ab1*	histocompatibility 2, class II antigen A, beta 1	346.1	-2.89	0.56	1.05E-08	1.06E-05
*Cd74*	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	547.9	-2.86	0.48	1.22E-10	1.84E-07
*Ltb*	lymphotoxin B	198.1	-2.51	0.53	7.65E-08	6.44E-05
*Hk3*	hexokinase 3	201.0	-2.28	0.47	5.25E-08	4.96E-05
*Il7r*	interleukin 7 receptor	216.8	-2.21	0.51	4.87E-07	0.00031
*Adgrg5*	adhesion G protein-coupled receptor G5	564.4	-1.83	0.38	5.91E-08	5.26E-05
*Kcnj8*	potassium inwardly-rectifying channel, subfamily J, member 8	4795.2	-1.71	0.32	2.59E-09	3.02E-06
*Tcf7*	transcription factor 7, T cell specific	1320.5	-1.59	0.36	3.13E-07	0.000237
*Rhpn1*	rhophilin, Rho GTPase binding protein 1	2733.8	1.03	0.36	0.000125	0.045062
*Tigit*	T cell immunoreceptor with Ig and ITIM domains	707.1	1.31	0.37	1.58E-05	0.007478
*Fam234b*	family with sequence similarity 234, member B	434.6	1.55	0.38	1.60E-06	0.000837
*Serpinb9b*	serine (or cysteine) peptidase inhibitor, clade B, member 9b	10862.6	1.58	0.29	2.57E-09	3.02E-06
*Frmd5*	FERM domain containing 5	56.8	2.48	0.80	6.94E-05	0.028408
*Gp6*	glycoprotein 6 platelet	81.3	2.94	0.75	3.72E-06	0.001878
*Rab4a*	RAB4A, member RAS oncogene family	76.8	3.30	0.73	2.76E-07	0.00022
*Esr1*	estrogen receptor 1 (alpha)	829.5	3.32	0.38	5.52E-20	1.67E-16
*Emp1*	epithelial membrane protein 1	1643.9	4.80	0.44	1.78E-29	6.73E-26
*Firre*	functional intergenic repeating RNA element	62.9	4.95	0.92	6.44E-09	6.96E-06
*Sh2d1b2*	SH2 domain containing 1B2	30.0	5.75	1.76	0.000147	0.049454
*H2af-ps2*		31.6	6.02	1.61	4.89E-05	0.021788
*Xist*	inactive X specific transcripts	825.3	8.16	0.60	1.10E-42	8.34E-39

Bulk RNA seq data are from mouse splenocytes, sorted by expression of CD27 and CD11b. DEseq2 analysis was performed to compare wild-type with Kir6.1 KO mice (n=2 each). Shown here are differentially expressed genes, defined by a log2fold value larger than 1.0 or smaller than -1.0; with an adjusted p-value < 0.05.

### *Kcnj8*-deficient NK cells fail to reach full maturity

Among the downregulated genes in the CD27^-^/CD11b^+^ NK cells in the *Kcnj8* KO were *Il7r*, *Ltb* (Lymphotixin beta), and *Kit* proto-oncogene receptor tyrosine kinase (c-Kit, or CD117). These all have key roles in NK cell development (41–43). We therefore investigated the possibility that *Kcnj8* may be involved with NK cell maturity, marked by the expression of surface markers CD27 and CD11b in bone marrow and spleen (3). We compared wild-type mice with mice with NK-cell specific *Kcnj8* ablation. First, we stained bone marrow NKp46^+^/NK1.1^+^ NK cells of control and constitutive NK-specific *Kcnj8*-deficient mice (KO, n=3 each) with CD27, CD11b, DNAM-1, KLRG1 and CD49b to define discrete developmental stages in both groups. The analysis showed a significant reduction of the most mature NK cell subset CD27^-^/CD11b^+^ subset (**Figure 10A**), and a reduction in mature KLRG1^+^ NK cells (**Supplementary Figure S6**), whereas other populations were unchanged. We repeated this experiment with isolated splenic NK cells using wild-type and tamoxifen-induced NK cell-specific *Kcnj8* deficiency (**Figures 10B, C**). As expected, the number of double negative (DN; CD27^−^/CD11b^−^) immature NK cells was very low in the spleen. The major NK cell populations (in order of maturity) of wild-type mice were CD27^+^/CD11b^−^, CD27^+^/CD11b^+^ and CD27^-^/CD11b^+^ NK cells. The total number of splenic NK cells was 50,000 and 40,000 respectively in WT and KO. In the NK cell-specific *Kcnj8* KO mice, there was a ~50% decrease of the most mature CD27^-^/CD11b^+^ NK cells, with a corresponding increase in the immature CD27^+^/CD11b^-^ cell population (**Figure 10C**).

**Figure 10:**
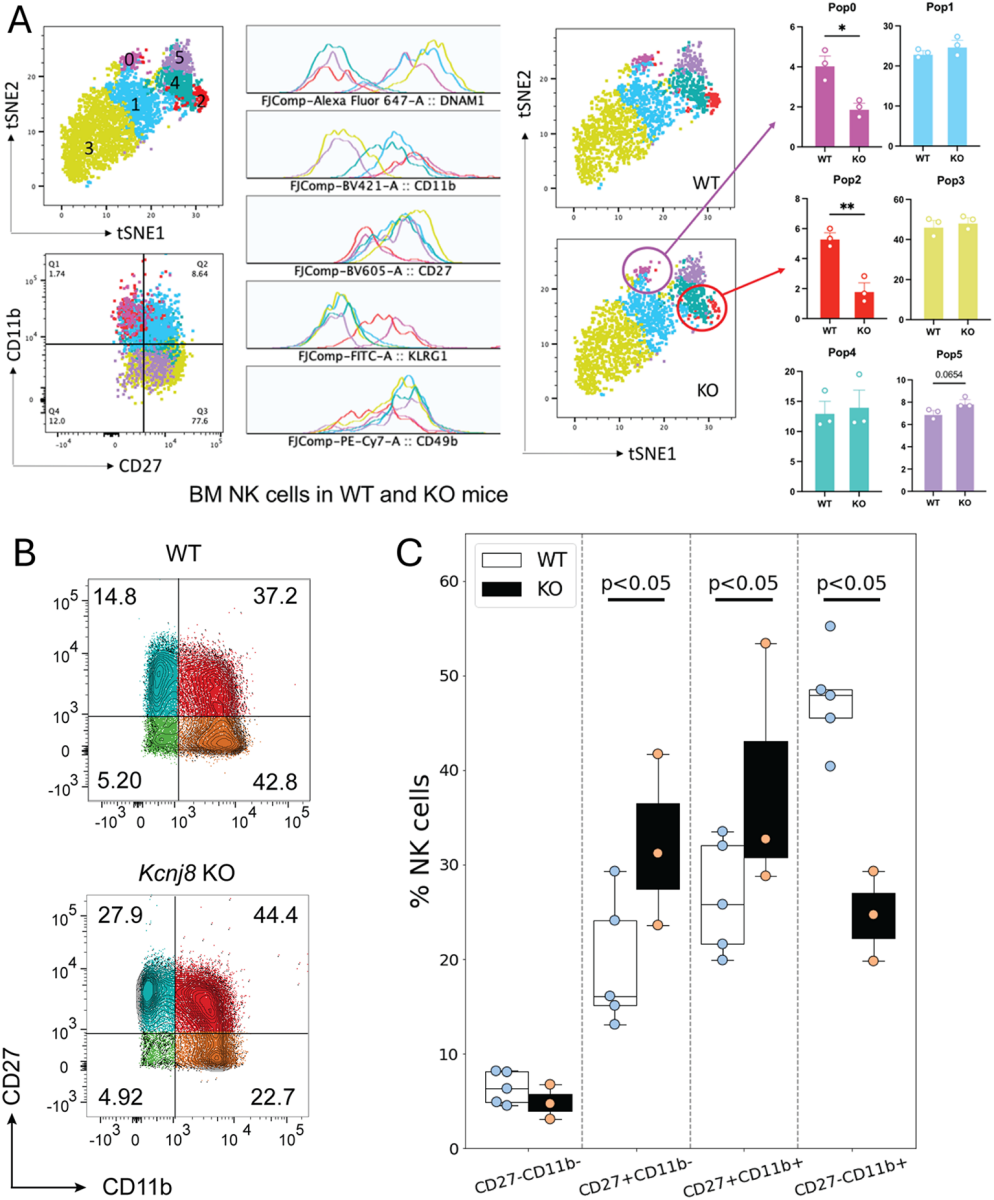
NK cell maturation in bone marrow and spleen of NK-specific *Kcnj8* KO and WT mice. **(A)** NK cells, isolated from bone marrow, were subjected to flow cytometry. Data of WT and constitutive NK-cell specific *Kcnj8* deficient mice are contrasted. A tSNE plot of differentially expressed proteins identified six populations of NK cells with differential protein expression (population 0 – population 5). NK maturation markers in each population is shown. WT is shown on the top and KO is the bottom. The frequency of each of the NK cell populations are compared between WT and KO mice. *p<0.05; **p<0.001 using a Student’s t-test. **(B)** Isolated spleen NK cells from WT mice, or mice with tamoxifen-induced NK-cell specific *Kcnj8*-deficiency, were subjected to flow cytometry. NK cells were selected based on expression of NK1.1 and NKp46. Cells were further selected based on expression of CD27 and CD11b. **(C)** Summary data from 3-4 separate mice in each group is depicted as bar graphs. p<0.05 with 2W-ANOVA, followed by a Dunnett’s t-test.

## Discussion

In this study, we found that *Kcnj8* is highly expressed in mature, educated NK cells. Within the most mature, CD27^-^/CD11b^+^ NK cell subset, genes with known roles in NK cell development are differentially expressed in the NK cell-specific *Kcnj8* KO mice, in which the developmental trajectory is significantly impaired. Overall, these data point to a previously unexplored cell-intrinsic role of this K_ATP_ channel subunit in NK cell development.

### Kir6.1 as a K_ATP_ channel subunit in mouse NK cells

Although there are no controlled clinical studies, there are indications in the literature that K_ATP_ channels may have a role in immunity. For example, glibenclamide, which is an anti-diabetic sulfonylurea (a K_ATP_ channel blocker), mitigates the secretion of proinflammatory cytokine production in polymorphonuclear neutrophils from diabetic patients (44). Benefit of glibenclamide was also observed in melioidosis (45). In mice, Kir6.1 (*Kcnj8*) deficiency causes an exaggerated susceptibility to lipopolysaccharide (LPS) (46). A random mutagenesis screen in mice identified the m*ayday* mutation that caused a profound susceptibility to infection by mouse cytomegalovirus (MCMV) with decreased peak cytokine responses. The *mayday* mice also had a ~20,000-fold sensitization to LPS and were hypersensitive to the lethal effects of poly(I.C) and CpG DNA (47). The *mayday* mutation was mapped to a deletion of *Kcnj8*, essentially leading to a knockout of *Kcnj8*.

We were able to record ion channels in NK cells with pharmacological profile that matches that of K_ATP_ channels. The currents were insensitive to the K_ATP_ channel opener pinacidil. The lack of effect of pinacidil on the currents can be explained if the K_ATP_ channels were constitutively open in these cells under our experimental conditions. Moreover, the Kir6.1 blocker PNU-37883A inhibited ionic current magnitude, but only in cells where the current amplitude was large. The interpretation of the patch clamp experiments is complicated by the finding that only a subset of NK cells expresses *Kcnj8*.

Functional K_ATP_ channels are formed by co-assembly of Kir6.1 (or Kir6.2) with one of the sulphonylurea receptors, SUR1 or SUR2 (21). Although mouse NK cells robustly express *Kcnj8*, the expression of *Abcc8* (SUR1) is absent and *Abcc9* (SUR2) mRNA expression is very low. Even though we can measure PNU-37883A sensitive currents in mouse NK cells with patch clamp approaches, we are open to the possibilities that PNU-37883A may not be completely specific against Kir6.1, and that Kir6.1 may have non-channel roles to regulate NK cell maturation and education. There is ample precedent for ion channel subunits that have functions beyond their role as ion channels. For example for Kv2 channels to participate in the formation of endoplasmic reticulum/plasma membrane junctions (48), the BKCa channel subunit not only forms Ca^2+^-activated K^+^ channels but also has roles in cell signaling and gene expression regulation (49), and Navβ subunits of voltage-gated Na^+^ channels that are involved in cell adhesion, particularly during development, and can influence cell migration and neurite outgrowth (50). Experiments to determine possible non-channel roles for Kir6.1 in NK cells are ongoing.

### Species differences in NK cell function and channel expression

NK cells from different species express different proteins and markers to perform the same functions (5). Differences in expression and function of ion channels and transporters between mice and humans remain to be elucidated. The negative membrane potential of most mammalian cells is determined by K^+^ channels. In NK cells, a role of the resting potential is illustrated by the finding that depolarizing NK cells with a high K^+^ concentrations results in partial inhibition of lysis (51). Moreover, a negative membrane potential is needed to maintain Ca^2+^ oscillations in NK cells following cross-linking with anti-CD16 (52). Early studies have revealed that K^+^ channels are indeed involved in the adhesion of NK cells to target cells and are crucial for lysis of target cells by NK cells from human peripheral blood (10, 11). In these studies, K^+^ currents were recorded from the NK cells. These channels were blocked by 4-aminopyridine, quinidine and by the traditional Ca^2+^ channel blockers verapamil and Cd^2+^. Moreover, the K^+^ channel blockers quinidine, Cd^2+^ and 4-AP, but not TEA, inhibited NK cell mediated killing of target cells (9, 10, 51).

At the molecular level, the expression and functional relevance of K^+^ channels is best characterized in human T lymphocytes, which express channels subunits such as KCa3.1 and Kv1.3 (8). There is evidence that these two channels may also be present in human NK cells. Indeed, expression of the voltage-gated Kv1.3 and the Ca^2+^-activated KCa3.1 K^+^ channel was confirmed in human peripheral blood NK cells (14). Interestingly, after activation of the NK cells by mitogens or tumor cells, adherent NK cells were found to preferentially upregulate KCa3.1, whereas non-adherent NK cells preferentially upregulate Kv1.3. Blockers of Kv1.3 mitigated the proliferation and degranulation of non-adherent NK cells, with minimal effects on the adherent NK cells. There is also evidence for a role of a K^+^ channel from a different class, namely the two-pore domain family. Specifically, K2p5.1 (also named TASK2) is expressed in human peripheral blood NK cells (16). An interesting observation in the latter study was K^+^ channel expression is distinctly regulated during maturation as NK cells progress from the immature CD56-/CD16- cells, to CD56^bright^/CD16-, CD56^bright^/CD16^+^ and the most cytotoxic CD56^dim^/CD16^+^ subpopulations. K2p5.1 was downregulated during maturation through these cell stages, whereas Kv1.3 was upregulated. Thus, the complement of K^+^ channels, and their roles in NK cell function, may depend on the state of the human NK cell.

Our transcriptomics analysis of the mature CD27^-^/CD11b^+^ cells indicated that a) this NK cell population expresses the highest *Kcnj8* mRNA levels by far, and b) that downregulated genes with *Kcnj8* deficiency include *Il7r* (interleukin 7 receptor or IL7R), *Ltb* (Lymphotoxin B), and *kit* (KIT proto-oncogene receptor tyrosine kinase; c-Kit, CD117). All of these genes have critical roles in NK cell development (41–43). Indeed, we found that the NK cell maturity profile is significantly impacted in the bone marrow and spleen of mice with NK cell-specific *Kcnj8* deficiency. The transcriptomics dataset can be further explored in future experiment since several other genes are either up- or downregulated by NK cell-specific *Kcnj8* deficiency in the CD27^-^/CD11b^+^ cells (**Table 1**). Repression of the Notch1 target gene *Dtx1*, for example, prevents NK-cell differentiation (53). *Tigit* (T cell immunoreceptor with Ig and ITIM domains), is upregulated with *Kcnj8* deficiency. The interaction between *Kcnj8* and *Tigit* might be an attractive candidate to explore in future experiments given the latter gene’s roles in in NK cell education, function, activation, functional heterogeneity, exhaustion, and antitumor responses (54–58).

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE282716.

# Supplementary material for: Kir6.1, a component of an ATP-sensitive potassium channel, regulates natural killer cell development
**Source:** Front Immunol. 2024 Dec 2;15:1490250. doi: 10.3389/fimmu.2024.1490250
**Supplement:** Supplementary file 1

# Supplemental Figures

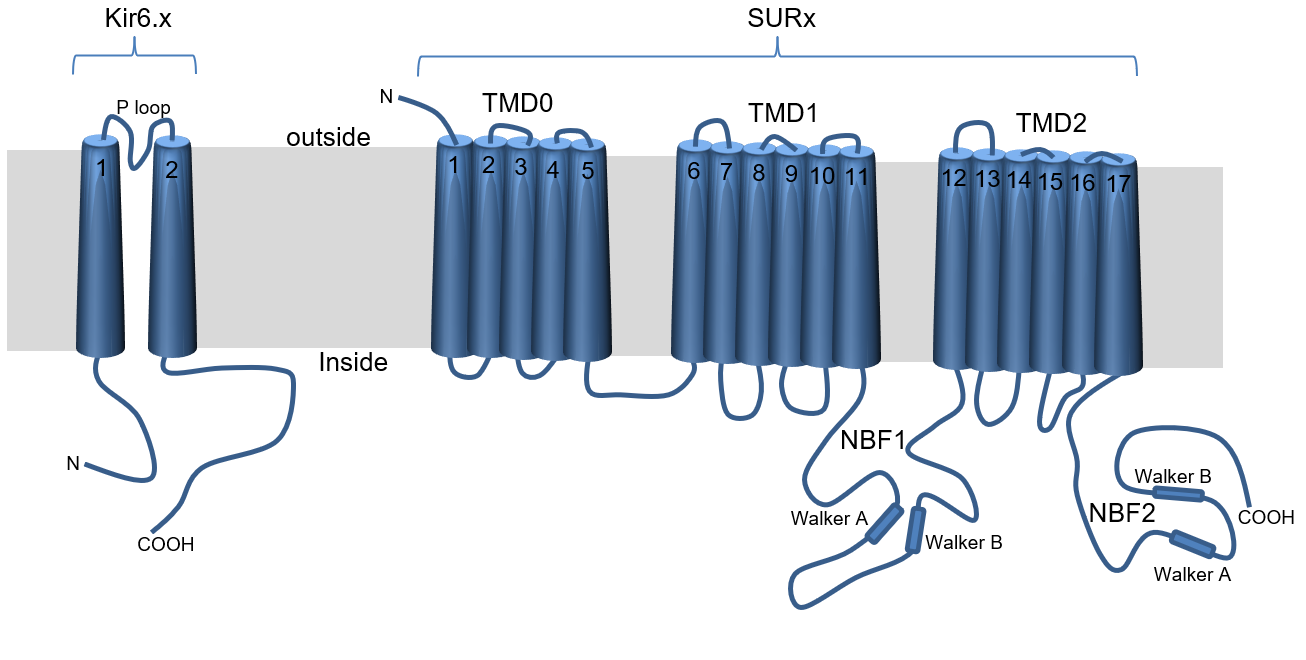

**
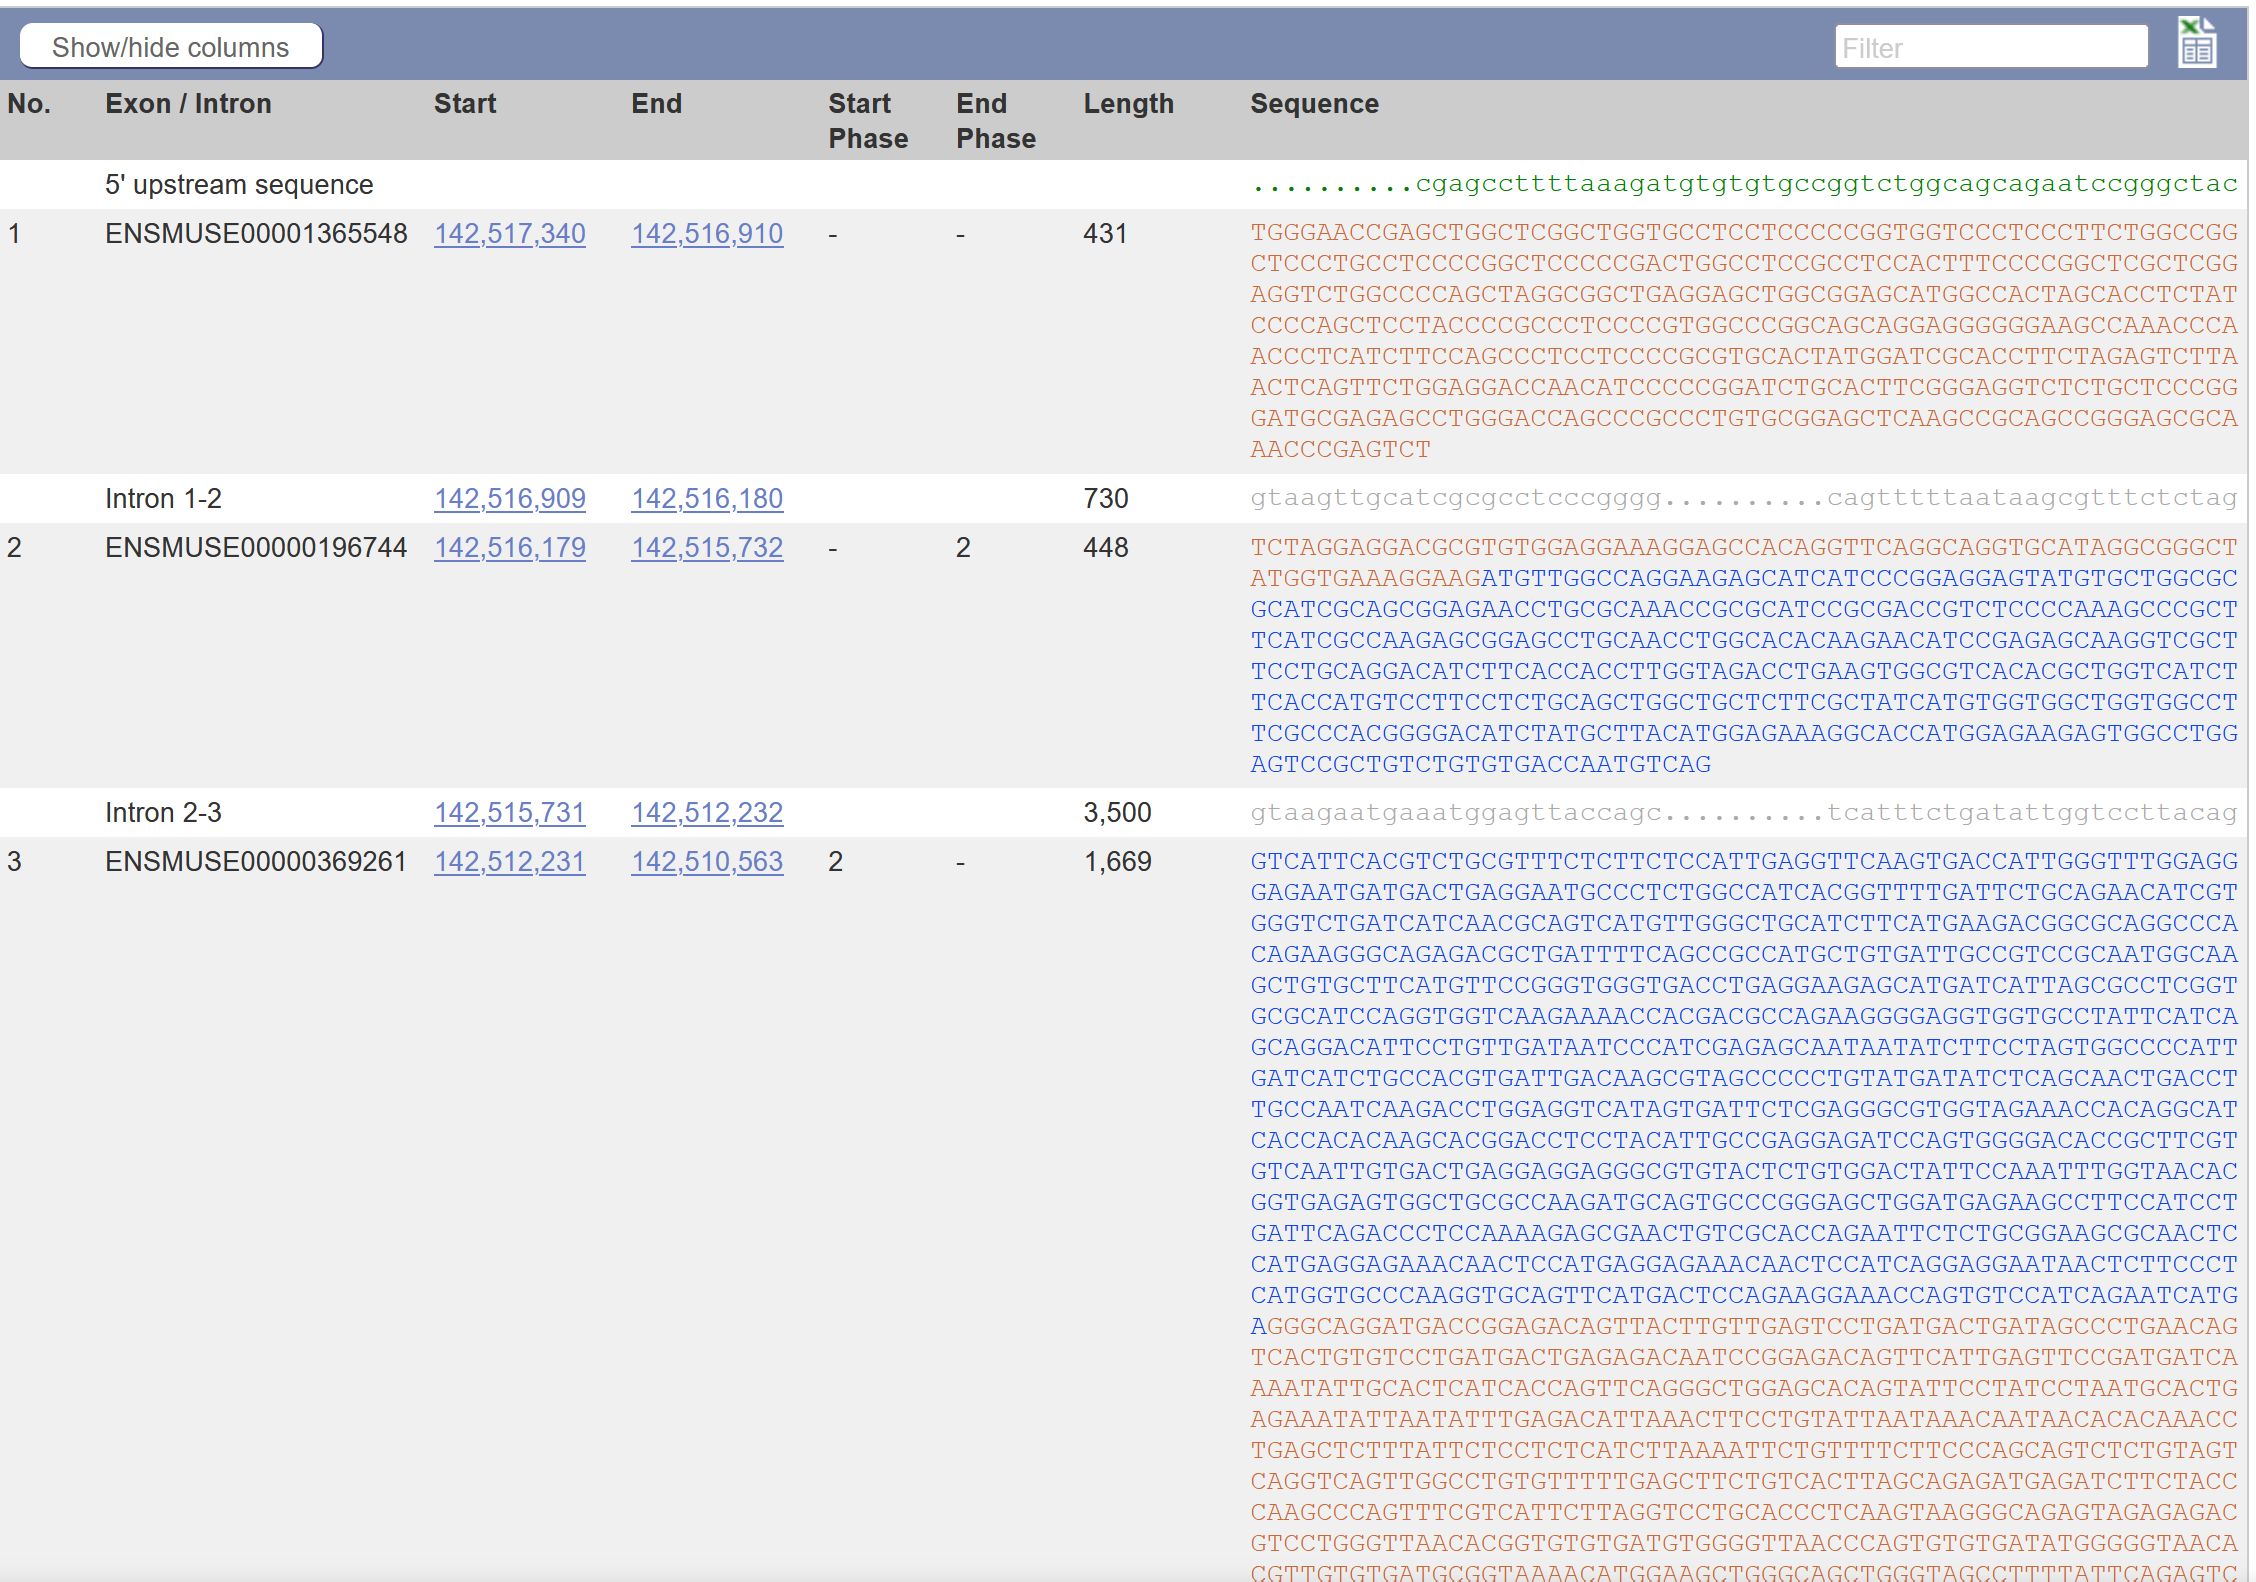
**

**Figure S1:** KATP channel structure and genomic organization of *Kcnj8*. Top: The KATP channel is composed of two types of subunits: four Kir6.x in combination with four SURx subunits. Kir6.1 is a 2 transmembrane (TM) protein with intracellular N- and C-termini. The pore that conducts K+ across the membrane is formed by the TM domains and the K+ selectivity filter is composed of sequences within the P-loop. Bottom: The *Kcnj8* gene (Kir6.1 or potassium inwardly rectifying channel, subfamily J, member 8) is located on mouse chromosome 6: 142,564,939-142,571,356 on the reverse strand (ENSMUSG00000030247). It contains three exons. Exon 2 was targeted for deletion by introducing loxP sites in the flanking intronic sequences. Deletion of exon 2 results in the loss of the Kir6.1 N-terminus the M1 TM domain and part of the P-loop, such that no functional channel can be formed when exon 2 is deleted.

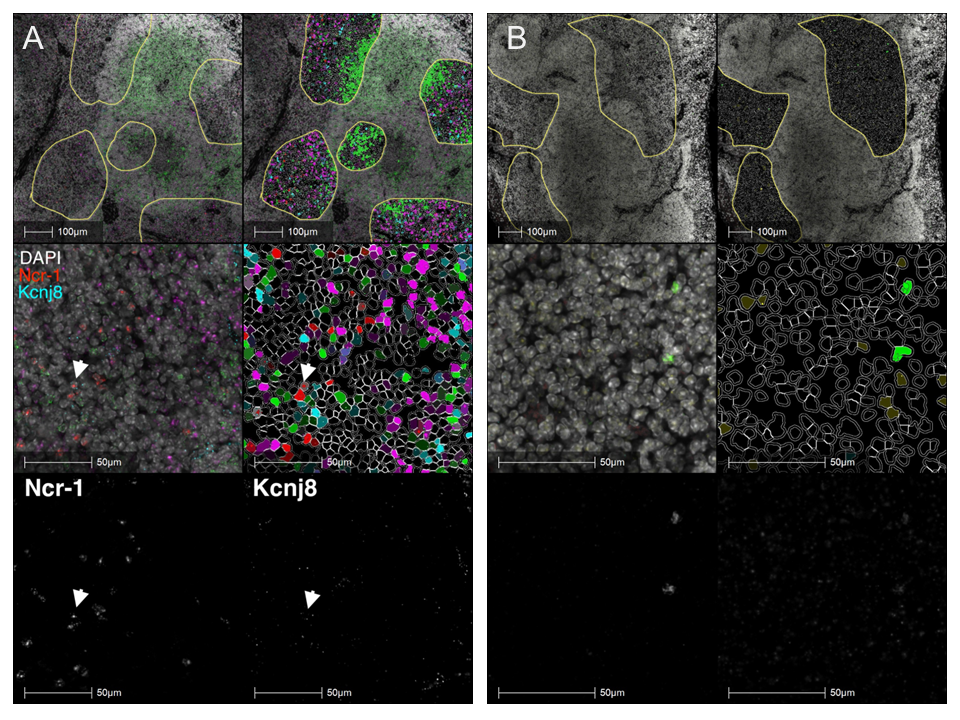

**Figure S2**: RNA Scope data of a mouse spleen. A) the top row represents images at low magnification, whereas the bottom two rows are images at higher resolution. Areas marked for cell detection analysis are demarcated with yellow lines. The top two rows of the left column show RNA Scope probe dots for *Ncr1* (red) and *Kcnj8* (light blue), whereas DAPI staining is shown in gray. Cell segmentation was performed based on DAPI staining and cells are pseudo colored by predominant expression of *Ncr1* (red), *Kcnj8* (light blue), *CD3e* (green) and *Abgre1* (magenta). The bottom row depicts the RNA Scope dots (in the absence of other information) respectively for *Ncr1* and *Kcnj8*. The arrows depict a cell that co-express dots for *Ncr1* and *Kcnj8*, which is shown at higher resolution in **Figure 1**. B) A negative control experiment performed with probes against bacterial proteins.

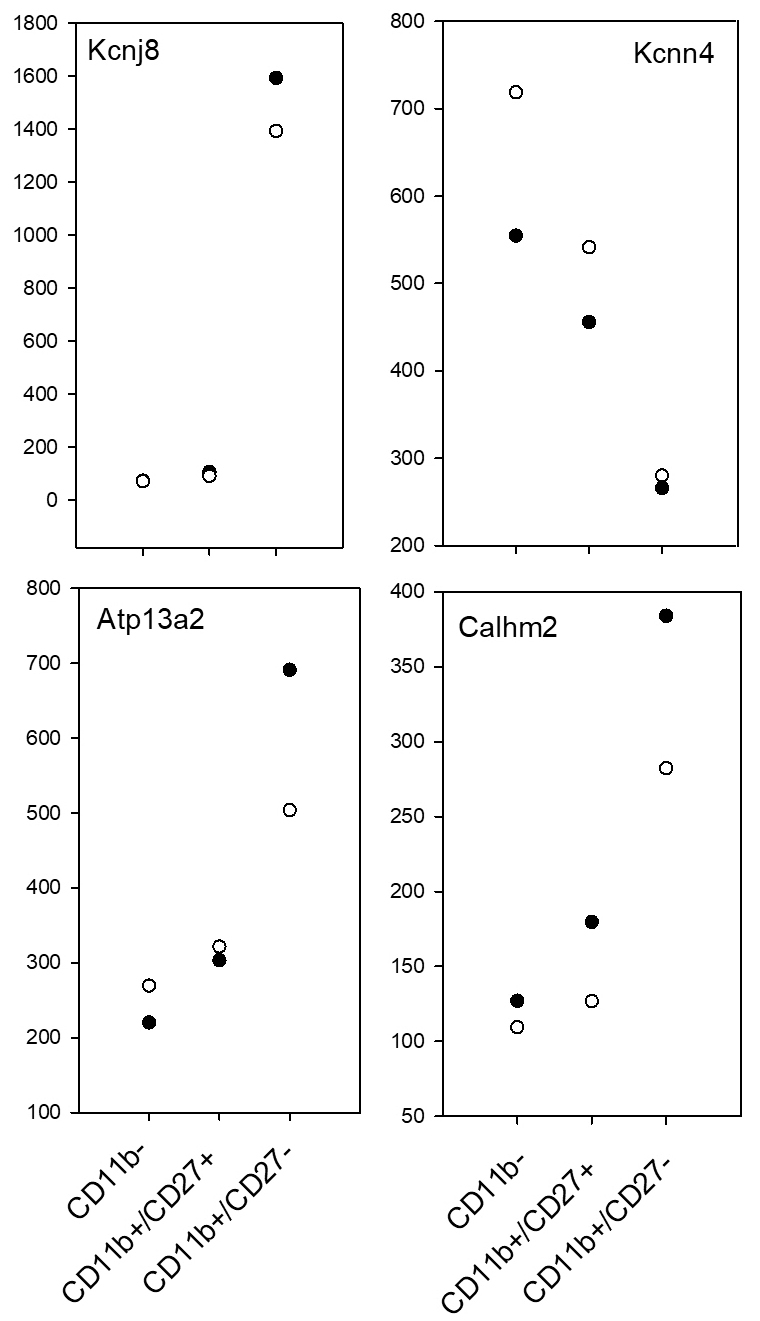

**Figure S3**: We examined RNA-seq profiling data obtained from NK1.1+ cells isolated from the spleens of RAG-/- mice that were sorted into CD27-CD11b-, CD27+CD11b+ and CD27-CD11b+ subsets by flow cytometry (GEO GSE13229). Differential gene expression analysis with DEseq of the bulk RNA-seq data interestingly identified *Kcnj8* as the gene with the largest cause effect amongst all genes in the three groups (p<0.00001; F=465.9), with *Kcnj8* expressed specifically and at high levels in the most cytotoxic CD27-CD11b+ NK cells. Also shown are the only three other channel or transporter genes that are differentially expressed between the three groups in this dataset.

**
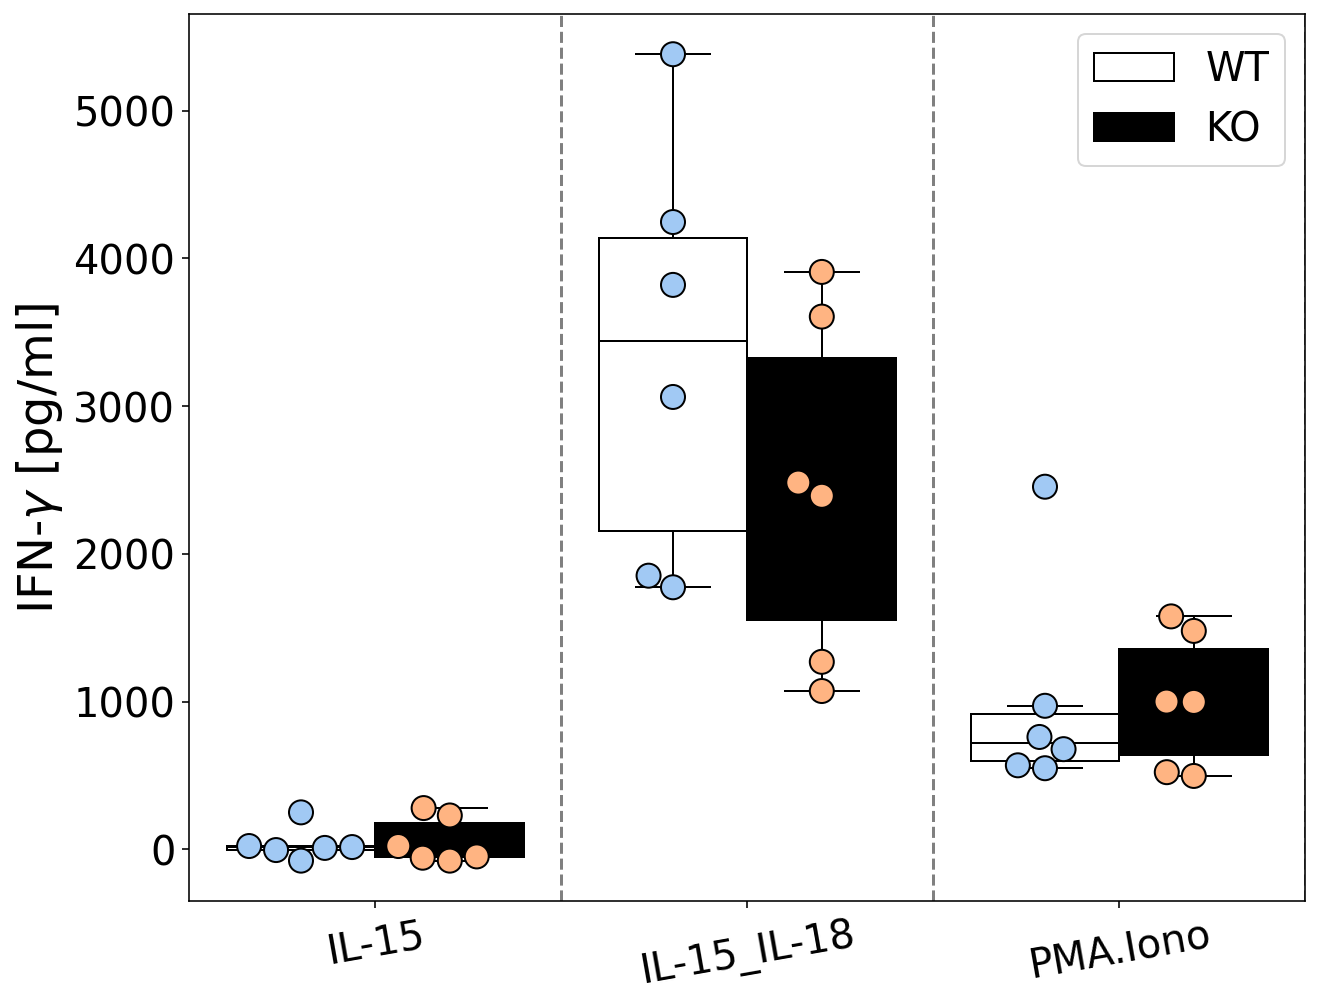
**

**Figure S4**: INF-γ release is unaffected by *Kcnj8* deficiency in NK cells. NK cells were isolated by negative selection and incubated for 18 h with IL-15 (10 ng/ml), IL-15 (10 ng/ml) plus IL-18 (100 ng/ml) or with PMA (80 nM) and ionomycin (1.3 µM). The INF-γ content in the media was measured by ELISA (Mouse IFN-gamma DuoSet ELISA; R&D Systems).

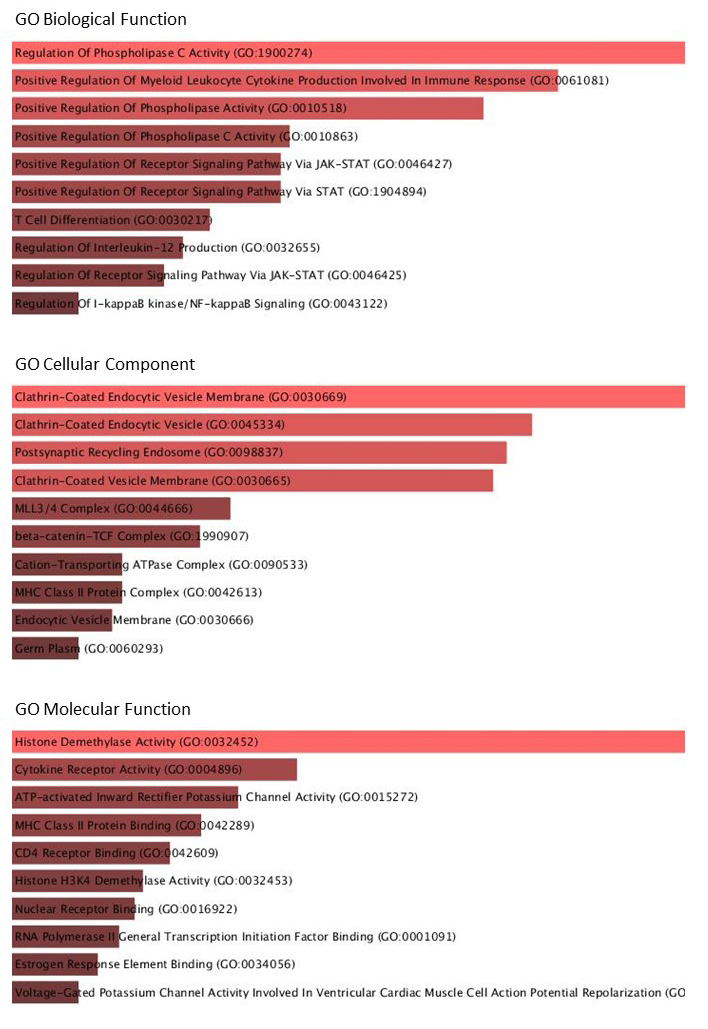

**Figure S5**: Gene ontology (GO) analysis performed with Enrichr. Bulk RNAseq was performed of mouse splenic CD27-/CD11b+ NK cells, and differential gene expression was calculated by comparing the WT and *Kcnj8* deficient genotypes. The GO analysis was performed with 29 genes that were differentially expressed.

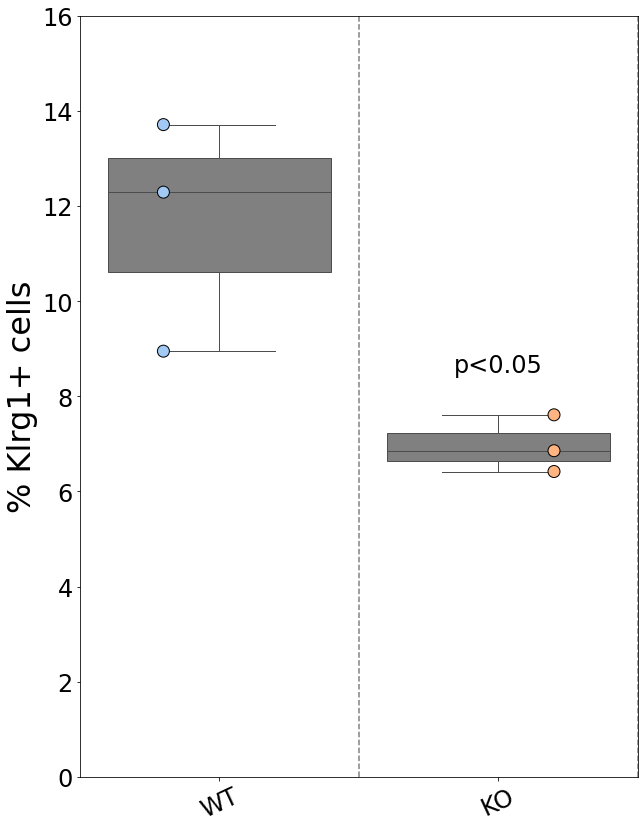

**Figure S6**. *Klrg1* expression in bone marrow NK cells isolated from WT mice and NK cell-specific *kcnj8* KO mice. *p = 0.0321 with Student’s t-test.

# Supplemental Tables

**Table S1**: Antibodies Used for Flow Cytometry Phenotyping and Cell Isolation

| Marker | Fluorochrome | Provider | Cat number | Clone | Dilution |
| --- | --- | --- | --- | --- | --- |
| CD3 | PE | BioLegend | 100206 | 17A2 | 1:100 |
| CD19 | PE | BD Bioscience | 152408 | 1D3 | 1:200 |
| CD4 | PE | BioLegend | 100408 | GK1.5 | 1:200 |
| CD8 | PE | BioLegend | 100708 | 53-6.7 | 1:300 |
| NK1.1 | PE | BioLegend | 108707 | PK136 | 1:200 |
| Ly49 C/I | R718 | BD Bioscience | 752258 | 5E6 | 1:50 |
| CD45 | FITC | BioLegend | 103108 | 30-F11 | 1:200 |
| CD11b | AF488 | BioLegend | 101219 | M1/70 | 1:200 |
| CD11b | APC | BioLegend | 101211 | M1/70 | 1:100 |
| NKp46 | APC | BioLegend | 137608 | 29A1.4 | 1:20 |
| NK1.1 | APC-Cy7 | BioLegend | 108723 | PK136 | 1:100 |
| CD27 | APC-Cy7 | BioLegend | 124225 | LG.3A10 | 1:100 |
| CD27 | AF647 | BioLegend | 124219 | LG.3A10 | 1:200 |
| CD107a | APC/Fire750 | BioLegend | 121633 | 1D4B | 1:100 |
| CD11b | BV785 | BioLegend | 101243 | M1/70 | 1:100 |
| NKG2AC/E | BV421 | BD | 740065 | 20d5 | 1:100 |
| CD335 (NKp46) | BV421 | BioLegend | 137612 | 29A1.4 | 1:50 |
| Zombie aqua |  | BioLegend | 423101 |  | 1:400 |
| Fc block |  | BioLegend | 101320 |  | 1:100 |

**Table S2: Parameters used to detect the RNAscope dots**

**Table S3: Quantitative RNA Scope data of isolated mouse spleens**

| **Ncr1** | **Kcnj8** | **Abgre1** | **CD3** | **Cell type** | **Image 1** | **Image 2** | **Image 3** | **Total** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | Total number of cells | 5278 | 3843 | 8737 | 17858 |
| + | + | - | - | NK cells with Kcnj8 | 10 | 3 | 17 | 30 |
| + | - | - | - | NK cells without Kcnj8 | 79 | 96 | 65 | 240 |
| - | + | ND | + | T cells with Kcnj8 | 15 | 4 | 195 | 214 |
| - | + | + | ND | Macrophages with Kcnj8 | 31 | 21 | 215 | 267 |
| - | + | - | - | All cells expressing Kcnj8 | 169 | 60 | 554 | 783 |
| - | - | ND | + | All T cells | 276 | 113 | 2000 | 2389 |
| - | - | + | ND | All macrophages | 697 | 565 | 1634 | 2896 |
|  |  |  |  | All NK cells | 89 | 99 | 82 | 270 |

ND: No data since the probe was not used

**Table S4: Single cell RNAseq clustering of isolated mouse splenic cells**

| Cluster | Number | Percentage | Cell type |
| --- | --- | --- | --- |
| 0 | 5126 | 32.3 | NK cells (NKp46+ NK1.1+ CD11b+ CD27low Klra3high) |
| 1 | 4297 | 27.1 | NK cells (NKp46+ NK1.1+ CD11b+ CD27+ Klra3high) |
| 2 | 1341 | 8.4 | NK cells (NKp46+ NK1.1+ CD11b- CD27low Klra3high) |
| 3 | 1227 | 7.7 | NK cells (NKp46+ NK1.1+ CD11b- CD27- Klra3low) |
| 4 | 949 | 6.0 | B cells (Ebf1+) |
| 5 | 490 | 3.1 | NK cells (NKp46+ NK1.1+ CD11b- CD27low Klra3low) |
| 6 | 454 | 2.9 | Splenic basophils (Tbc1d4high) |
| 7 | 329 | 2.1 | Splenic dendritic cells (Cst3high H2Ab1high) |
| 8 | 281 | 1.8 | Splenic eosinophils (Pf4high) |
| 9 | 250 | 1.6 | Splenic eosinophils (Dcnhigh) |
| 10 | 242 | 1.5 | Splenic germinal center centroblasts (Stmn1high Top2ahigh) |
| 11 | 219 | 1.4 | CD8+ T cells (d8b1high) |
| 12 | 180 | 1.1 | Splenic basophils (Ifitm1high) |
| 13 | 175 | 1.1 | Splenic plasma cells (Igkchigh) |
| 14 | 153 | 1.0 | Splenic NKT cells (Il7rhigh Cd4high Tnf high) |
| 15 | 136 | 0.9 | Splenic neutrophils (Lyz2high Ifitm3 high) |
| 16 | 29 | 0.2 | Neutrophils or eosinophils (S1009high Retnlghigh) |

Single cell RNAseq data analysis and clustering was performed using Seurat. Genes with expression enriched in the different clusters are shown in brackets. Cell cluster identification was performed by searching the ImmGen database and identifying the immune cell types that express the enriched gene(s).

How the deposited data were processed for this re-analysis (not part of the article)

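Bulk RNA-seq of uNK cells sorted from the pregnant uterus at gestation day 9.5 to 10.5 was used, in 37 libraries of 5 groups. These are 9 uneducated, 9 NKG2A+ and 6 Ly49C/I+ libraries from WT mice, and 8 uneducated and 5 Ly49C/I+ libraries from mice that the sample labels describe as NKG2A KO. The WT Ly49C/I+ libraries are numbered 1, 2, 4, 5, 7 and 8, after a second label line and the paper's table. Their titles number some of them otherwise. WT uneducated library 5 is numbered by its title and the paper's table, while its second label line repeats that of another uneducated library. The authors extracted total RNA, amplified full-length cDNA with a SMART-Seq kit and prepared libraries with Nextera XT. The authors trimmed the reads with TrimGalore, mapped them with STAR to GRCm38, and deposited the count of reads on each of 53700 Ensembl genes for every library, without normalization. The counting program and whether it used the strand are not given in the sources used here. For their tables the authors state the same threshold of 5 CPM that is described below, normalized with CQN and tested with edgeR. Their table of NKG2A+ cells holds 9349 genes, as many as were tested here. Their table of Ly49C/I+ cells holds 9573 genes, whereas 9292 were tested here, so the filters differed in that comparison.

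Each file also holds 5 summary lines that name no gene, which were left out of library sizes and tests. Of all reads counted on genes or in these lines, the reads given to no gene came to between 2.69% and 6.83% (median 3.87%), ambiguous reads to between 4.04% and 4.60%, and reads without a unique position to between 11.3% and 13.8%. Between 13287163 and 18875033 reads were counted on genes (median 17273311). In NKG2A KO mice the range was 16582365 to 18875033 in uneducated libraries (median 17367924) and 17125726 to 18607343 in Ly49C/I+ libraries (median 18145970). Reads from amplified cDNA without molecular identifiers are not independent molecules, so limits from counts cover counting error only. A count of 0 was taken to allow up to 3 counts over a group.

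CPM were computed on library sizes scaled by TMM. Differences were tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05, on genes with at least 5 CPM in at least 0.5 of the libraries compared, and with only the groups compared in the fit. Kcnj8 was also tested alone by a two-sided exact permutation test on log2(CPM + 1). The comparisons were NKG2A+ with uneducated cells, Ly49C/I+ with uneducated cells and NKG2A+ with Ly49C/I+ cells in WT mice, Ly49C/I+ with uneducated cells in NKG2A KO mice, NKG2A KO with WT uneducated cells, and the difference of the Ly49C/I+ effect between genotypes. A comparison of NKG2A KO with WT Ly49C/I+ cells was added after the data were seen. Tests were tried on simulated counts drawn from the libraries' own means and sizes. Gene names, positions, GC content and lengths came from GENCODE M21 (GRCm38), in which 52093 of the 53700 identifiers have a symbol. Stretches of 50 bases of each named gene were searched for in the transcripts of all other genes.

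The alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0, RLE factors, other filters on low counts, offsets for GC content and length from splines with 5 degrees of freedom in place of CQN, the replicate number as a block, all groups in 1 fit, and each library left out in turn. The tests, libraries, alternatives and the rule for named genes were fixed before the data were examined, apart from those described as chosen later. That rule takes every gene the paper names for uNK cells, the genes of the sorted receptors, the channel genes of Figure 3B, a few NK and T cell markers, and in each comparison the 3 largest increases and 3 largest decreases among genes past the threshold whose groups do not overlap. Values in the paper's supplementary tables had been seen when it was written. Lists of T cell, ILC1-associated and conventional NK cell genes were written before they were tested, after some of their genes had been seen, and those genes were kept apart. The splenic experiments of the paper were not analysed here.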

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

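The tests of depth by total count and of a swap for uneducated library 5, and of educated cells in uneducated library 9, were chosen only after the result was seen.

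WT uneducated library 5 had a count for 13990 genes, far from the other uneducated libraries. Similarly few were counted in WT NKG2A+ library 9 (13982), WT Ly49C/I+ library 5 (14038) and NKG2A KO Ly49C/I+ library 5 (14197). None of these stood apart from its own group by the same test. The total of WT uneducated library 5, 16109604 reads, was the lowest of its group, next to 16512191, as lower depth would need. The other uneducated libraries thinned at random to that total still detected between 15527 and 16514 genes, which argues against depth as the whole cause. A swap with an educated library is argued against by Klrc1 at 1.56 CPM, where the lowest NKG2A+ library had 498 CPM, and by Klra9 at 111.5 CPM, where the lowest Ly49C/I+ library had 468 CPM. Of genes at a mean of 5 to 20 CPM in the other uneducated libraries, 8.11% had 0 counts in library 5, against between 0.0396% and 0.596% in the others. A low number of genes already implies more genes without a count, so this decides nothing on its own, and whether few molecules were captured in this library stays open. No biological explanation was tested.

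Of 80 tests of single groups for a library far from the others, 14 found one, and chance gives about 1 in 20. Total counts stood apart in NKG2A KO uneducated 1 (18875033) and WT NKG2A+ 8 (13287163). NKG2A KO uneducated 4 had the most genes of its group (17006) and the highest amount of reads given to no gene (5.67%). NKG2A KO Ly49C/I+ 4 had the highest Cd226 (123 CPM) and Xcl1 (2331 CPM) of its group. Il15 was highest in WT NKG2A+ 1 (17.8 CPM) and in WT Ly49C/I+ 4 (17.1 CPM). Gzmf was lowest in WT NKG2A+ 6 (139 CPM), Gzma highest in WT Ly49C/I+ 1 (3853 CPM), Klrc1 highest in WT uneducated 1 (13.9 CPM) and Klra9 lowest in WT Ly49C/I+ 2 (468 CPM). No explanation of these libraries was tested.

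Kcnj8 in WT uneducated library 9, at 18.2 CPM, stood apart from the next highest uneducated library at 6.84 CPM. Educated cells at their mean Kcnj8 level of 30.25 CPM, mixed with cells at that next highest level, would have to make up 48.4% of this library. That share would bring Klra9 to 354 CPM if the cells were Ly49C/I+, or Klrc1 to 298 CPM if they were NKG2A+. The library had 79.6 CPM of Klra9 and 3.14 CPM of Klrc1, within the range of the other uneducated libraries, which argues against educated cells of either sort. No biological explanation was tested.

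Cd226, Ccl5 and Ifng differed between the 2 educated WT populations when these were compared directly. Each was higher in NKG2A+ than in Ly49C/I+ cells, by log2 fold changes of 1.93 (adjusted p = 0.00444, edgeR quasi-likelihood test), 0.73 (adjusted p = 0.0168) and 0.73 (adjusted p = 0.0267). Over 24 alternatives the adjusted p of Cd226 stayed under the threshold. Ccl5 lost its call with no filter on low counts (adjusted p = 0.0529). Ifng lost it in 5 alternatives, among them without Ly49C/I+ library 2 (adjusted p = 0.0686) and without Ly49C/I+ library 7 (adjusted p = 0.0542), with adjusted p from 0.00132 to 0.116 over all 24. In all, 254 genes differed between these populations. Chance is argued against, since the highest of the other splits among 100 gave 0 genes and only 1 split, the real one, gave as many. The receptor that the cells were sorted on is a biological explanation that was not tested.

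The libraries labelled NKG2A KO belong to a genotype that the paper does not mention. Klrc1, the knocked-out gene, was at 0.772 to 3.15 CPM in NKG2A KO uneducated libraries, at 1.83 to 3.83 CPM in NKG2A KO Ly49C/I+ libraries and at 1.26 to 13.9 CPM in WT uneducated libraries. All of these were sorted as NKG2A negative, so these levels check nothing. In NKG2A KO mice, 1519 genes differed between Ly49C/I+ and uneducated cells (683 higher and 836 lower). Chance is argued against, since only 1 of 100 splits, the real one, gave as many and the highest other gave 0. Without NKG2A KO Ly49C/I+ library 4, 967 genes differed. Kcnj8 was higher in Ly49C/I+ cells by a log2 fold change of 2.14 (standard error 0.212, adjusted p = 3.06e-05, edgeR quasi-likelihood test), with all 5 Ly49C/I+ libraries above all 8 uneducated libraries (two-sided exact permutation test, p = 0.000777). Over 22 alternatives the fold change lay between 1.92 and 2.28. No technical explanation of this difference was tested beyond these alternatives, and Ly49C/I-dependent education in the absence of NKG2A stays open as an untested biological one.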

How the results depend on the processing

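The likelihood ratio test with offsets for GC content and length, the comparison with number 5 left out of both groups, DESeq2 without WT uneducated library 5, and the comparison of NKG2A KO with WT Ly49C/I+ cells with all its alternatives were chosen only after the data were seen.

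Kcnj8 was higher in NKG2A+ than in uneducated cells in all 27 alternatives, with log2 fold changes between 2.13 and 2.77 and adjusted p up to 0.00165, and higher in Ly49C/I+ cells in all 26, between 2.32 and 3.19 with adjusted p up to 0.0306. With exact permutation tests, log2(CPM + 0.1) gave p = 0.000999 for Ly49C/I+ cells, and the test without uneducated library 5 gave p = 0.000666. Between the 2 educated populations its log2 fold change of -0.09 lay between -0.21, without NKG2A+ library 6, and 0.12, without Ly49C/I+ library 1, with 1 library left out. Over all named genes, 3962 of 4206 alternative values kept their direction and side of the threshold, 89 lost the call, 71 gained it and 84 changed sign. The changes of sign fell on 23 combinations of gene and comparison, of which 0 were past the threshold with either sign, and the largest size was 0.41. Ifng in Ly49C/I+ cells lay between -0.017, without Ly49C/I+ library 1, and 0.25, without Ly49C/I+ library 5, with 1 library left out, and reached 0.38 over all 26 alternatives, and the difference of the Ly49C/I+ effect on Ccl5 between genotypes turned to -0.015 with the replicate block within genotype. The cause was not tested.

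The number of genes that differed between NKG2A+ and uneducated cells stayed within 1.5 times of 1520 in every alternative, from 1014 with no filter to 1816 with DESeq2, and between 1123 and 1714 with 1 library left out. Chance is argued against, since only 1 of 100 splits, the real one, gave as many, the smallest share that 100 splits allow. The highest of the others, which exchanged 1 library between groups, gave 1162. For Ly49C/I+ cells, 855 genes differed in the comparison described above. The number fell to 451 with no filter, where more genes enter the adjustment, and ranged from 466 to 1227 with 1 library left out. It was 539 without uneducated library 3, 564 without Ly49C/I+ library 5 and 466 without Ly49C/I+ library 7. The likelihood ratio test gave 1148, DESeq2 1240 and, chosen after seeing the data, number 5 left out of both groups 986. Chance is argued against here too, as only 1 of 100 splits gave as many and the highest other gave 1.

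Between NKG2A+ and Ly49C/I+ cells, 254 genes differed, against 442 with the likelihood ratio test, 558 with DESeq2, 104 with no filter and 164 with the 3 WT populations in 1 fit. Leaving out 1 library gave between 147 and 306. The lower numbers were 168 without NKG2A+ library 2, 163 without NKG2A+ library 8, 154 without Ly49C/I+ library 2, 155 without Ly49C/I+ library 5 and 147 without Ly49C/I+ library 7. In NKG2A KO mice, the 1519 genes that differed between Ly49C/I+ and uneducated cells fell to 889 with no filter, and ranged from 967, without Ly49C/I+ library 4, to 1763 with 1 library left out. Apart from the filter and the smaller number of libraries, the cause was not tested.

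Same-numbered libraries of different populations did not deviate together in every pair. The correlation of their deviations was over 0.1 in 5 of 9 pairs of uneducated and NKG2A+ libraries, 4 of 6 of uneducated and Ly49C/I+, 2 of 6 of NKG2A+ and Ly49C/I+, and 1 of 5 in NKG2A KO mice. The median of same-numbered pairs was 0.101, 0.128, 0.0846 and 0.0435, above that of the other pairs (0.00447, -0.0245, -0.0151 and -0.00189). Between WT and NKG2A KO uneducated libraries it was 0.00107, against 0.0118. Since not every pair was over 0.1, the numbers were not taken to pair the libraries. That limit does not exclude pairing, since the medians of same-numbered pairs lay above the others in each comparison within a genotype. A shared source stays open, and tests without the block would ignore it. With the replicate block, 1717 genes differed in NKG2A+ cells, 987 in Ly49C/I+ cells, 301 between these and 759 in NKG2A KO mice. With the block and offsets for GC content and length, the last was 662. Ccl5 in Ly49C/I+ cells was called with block and offsets (0.61, adjusted p = 0.0184, edgeR quasi-likelihood test, range over its 26 alternatives 0.0184 to 0.430), as was Gzma (0.82, adjusted p = 0.00484, range 0.00484 to 0.565), which was also called with the block alone (0.61, adjusted p = 0.0096).

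Between NKG2A KO and WT uneducated cells, 0 genes differed with the quasi-likelihood test, 619 at an unadjusted p under 0.05, and 0 with any library left out. The likelihood ratio test and DESeq2 each called 1 gene, Klrb1b, named after its values were seen (adjusted p = 0.0461 and 0.0272). DESeq2 without WT uneducated library 5, 2 choices made together after that library was seen to stand apart, called 24 genes. For the difference of the Ly49C/I+ effect between genotypes, edgeR's quasi-likelihood test called 0 genes, 407 had an unadjusted p under 0.05, and any library left out gave 0. The likelihood ratio test and DESeq2 each called 1 gene, Elmod2, also named after its values were seen (adjusted p = 0.04999 and 0.04992). Between NKG2A KO and WT Ly49C/I+ cells, the quasi-likelihood test called 0 genes, 992 had an unadjusted p under 0.05, the likelihood ratio test called 60 and DESeq2 118. With 1 library left out the number lay between 0 and 15, which was 15 without WT Ly49C/I+ library 1, and 2 without NKG2A KO Ly49C/I+ library 8 (Mef2c and Cd69, named after their values were seen). The cause was not tested.

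The correlation across genes of the 2 educated populations was 0.666, against 0.558 with separate uneducated libraries, where 165 genes were called in both, and 0.690 over genes with a mean of at least 20 CPM. That of the Ly49C/I+ effect in NKG2A KO and WT mice was 0.696, and 0.763 over such genes. Separate uneducated libraries leave 4 for each comparison. In simulated data, 56% of genes with a difference of 1 in the Ly49C/I+ effect between genotypes were recovered and 90% with a difference of 2, so smaller differences between genotypes were often not detectable.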

Differences from the paper's values

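The likelihood ratio test with offsets for GC content and length, and the reading of Cd226 and Ccl5 from Figure 4, were chosen only after the values were seen.

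In Figure 4 the panel titled for NKG2A+ cells shows Gzmf at a log2 fold change of about -1.6 (Figure 4A, read by eye), where the counts gave -2.21 in NKG2A+ cells. All 26 alternatives set before the data were examined also differ from the figure. The panel titled for Ly49C/I+ cells shows Gzmf at about -2.1 (Figure 4B, read by eye), where the counts gave -1.83, within the error. Which population each panel shows is in doubt. The panel titled for NKG2A+ cells shows Cd226 at about 0.4 and Ccl5 at about 0.5 (Figure 4A, read by eye), where the counts gave 2.30 and 1.25 in NKG2A+ cells and the paper's own table 2.17 and 1.22. The panel titled for Ly49C/I+ cells shows Cd226 at about 2.2 and Ccl5 at about 1.2 (Figure 4B, read by eye), where the counts gave 0.46 and 0.41 in Ly49C/I+ cells and the paper's own table 0.41 and 0.52. With the 2 titles exchanged, the values of Gzmf, Cd226 and Ccl5 in both panels lie within the error of those here, so the differences from the figure can lie in the titles alone.

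The copies of the paper's tables used here show increases only. Among the genes the paper names for uNK cells and the sorted receptor genes, they call 9 in NKG2A+ cells, of which 8 were called here, and 5 in Ly49C/I+ cells, of which 3 were called here. Klrc1 and Klra9 are among the 9 and Klra9 among the 5. The paper calls Il15 in NKG2A+ cells, whereas the adjusted p here was 0.0514. Il15 was called with edgeR's likelihood ratio test (0.0232), DESeq2 (0.0242), offsets for GC content and length (0.0372), the replicate block (0.0292), the block with those offsets (0.0224), without uneducated library 7 (0.0133) and without NKG2A+ library 3 (0.0415). It was also called with the likelihood ratio test and offsets together (0.0132), a setting chosen after seeing the values, which drops 0 of these 9 genes. The paper calls Ccl5 and Gzma in Ly49C/I+ cells, whereas the adjusted p here was 0.187 and 0.183. Ccl5 was called only with the replicate block and offsets together (0.0184), and Gzma with the block (0.0096) and with the block and offsets (0.00484). The setting chosen later calls neither.

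The text lists Gzmf among highly expressed DEG, and here Gzmf was a DEG with a lower level in both educated populations. The text lists Il15, Ccl5 and Ifng among DEG without naming the population. Ccl5 and Ifng passed the threshold here in NKG2A+ cells. The text names Cd226 beside Kcnj8 for NKG2A+ or Ly49C/I+ cells. In WT mice, Cd226 passed the threshold here in NKG2A+ cells and not in Ly49C/I+ cells, as in the paper's own table. Ly49C/I+ cells of NKG2A KO mice, which the paper does not mention, had higher Cd226 than uneducated cells (0.88, adjusted p = 0.00864, edgeR quasi-likelihood test). Ccl5 was also higher in them (0.59, adjusted p = 0.0123). Cd226 lost this call in 1 of 22 alternatives (adjusted p = 0.0921).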

Other observations

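The comparison of NKG2A KO with WT Ly49C/I+ cells and its splits, DESeq2 and the exact permutation test without WT uneducated library 5, the exact permutation test without WT Ly49C/I+ library 5, the subset of genes near Klrc1 without receptor genes, the order of channel genes relative to exon length, and the test for T cells were chosen only after the result was seen.

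Kcnj8 was higher in NKG2A KO than in WT libraries of the same sort. In uneducated cells it was at 18.6 ± 6.24 CPM (SD, n = 8) against 5.38 ± 5.23 CPM (SD, n = 9), a log2 fold change of 1.79 (two-sided exact permutation test, p = 0.0004114). Among Ly49C/I+ cells it was at 82.8 ± 13.8 CPM (SD, n = 5) against 31.4 ± 12.4 CPM (SD, n = 6), a log2 fold change of 1.39 (two-sided exact permutation test, p = 0.004329). Kcnj8 was singled out for these p-values, which are not adjusted for the genes tested. In the fits across all genes it was not past the threshold (adjusted p = 0.507 and 0.134, edgeR quasi-likelihood test). DESeq2 without WT uneducated library 5 gave an adjusted p of 0.0207 in uneducated cells, the lowest of 27 alternatives, the highest being 0.895. For Ly49C/I+ cells it passed in 3 of 13 alternatives, with the likelihood ratio test (0.000156), DESeq2 (3.02e-05) and without WT Ly49C/I+ library 1 (0.00624), the highest being 0.354. Libraries with few genes detected are argued against as the cause, since without WT uneducated 5 and without WT Ly49C/I+ 5 the larger exact permutation p was 0.007937. Sequence of another strain around the knocked-out gene stays open. Klrc1 starts at 129666015 on chromosome 6, the chromosome of Kcnj8. Kcnj8 lies within 20 Mb of Klrc1 and was left out of the count as the gene to be explained. Of 174 other genes within that distance, 7 (4.02%) differed the same way in both sorts at an unadjusted p under 0.05, against 139 of 8903 elsewhere (1.56%; two-sided Fisher's exact test, p = 0.0221). These 7 are Klrk1, Cd69, Klrb1a, Klra9, Klrc2, Klrb1b and Klra1, all higher in NKG2A KO libraries and named after their values were seen. Without the Klr, Clec2 and Cd69 genes, 0 of 149 differed so (Fisher's exact test, p = 0.177), but that subset leaves out the genes found and excludes nothing. A shift of education-associated genes also stays open. The genotype effect in Ly49C/I+ cells correlated across genes with the NKG2A+ effect in WT mice (Pearson r 0.337; from differences of mean log2 values r was 0.329, 1 of 462 splits as large, the highest other 0.307), and 1181 of 1482 genes called in NKG2A+ cells (79.7%) moved the same way. The labels give no batch, so a batch that follows genotype cannot be told apart from it. The NKG2A genotype itself is an untested biological explanation.

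Few single genes separated the genotypes after adjustment. The splits say nothing about chance for the 3 comparisons of genotypes, since any split gives at least 0 genes. Between NKG2A KO and WT uneducated cells (0 with edgeR's quasi-likelihood test, 619 at an unadjusted p under 0.05, 1 with the likelihood ratio test and 1 with DESeq2), 100 of 100 splits gave as many and the highest other gave 0. For the difference of the Ly49C/I+ effect (0, with 407 unadjusted, 1 and 1) the highest other gave 1, and for Ly49C/I+ cells (0, with 992 unadjusted, 60 and 118) it gave 21. Across 9078 genes, the genotype effects in the 2 sorts had a Pearson r of 0.298, and 147 genes had an unadjusted p under 0.05 in both with the same sign, and 5 with opposite signs. If the 2 comparisons and the genes were independent, 32.7 and 32.6 would be expected from the numbers in each, but genes vary together, so this is no test. The 2 comparisons share no library. The Ly49C/I+ effect had the same sign in NKG2A KO mice for 829 of 851 genes called in WT mice (97.4%), and 521 were called in both.

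Klra3, which encodes Ly49C, was lower in cells sorted for Ly49C/I. Its log2 fold change was -1.31 in WT mice (adjusted p = 0.00593, edgeR quasi-likelihood test, between 9.76e-06 and 0.0169 over 26 alternatives) and -0.64 in NKG2A KO mice (adjusted p = 0.00291, up to 0.0547 over 22 alternatives). Of the 50-base stretches of Klra3, 20.7% occur in other genes and most do not. Only exact matches were counted, so reads of paralogs that differ by a few bases stay open as a cause. Libraries with few genes are argued against, since without number 5 the lowest uneducated library had 87.5 CPM and the highest Ly49C/I+ library 82.7 CPM. Which receptor the antibody bound in these cells was not tested.

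Cxcr6, Il7r, Tmem176a, Tmem176b, Cd200r1 and Rora were higher in NKG2A+ than in uneducated cells, with a median log2 fold change of 2.52. They were picked after their values were seen. A hypothesis is that the NKG2A+ sort held cells with an ILC1-like profile. Another 8 genes of an ILC1-associated list, not seen before, had a median of 0.53, with 3 higher and 1 lower past the threshold, and all 8 were also expressed in uneducated cells. The most abundant were Itga1, at 169 against 218 CPM, and Tcf7, at 251 against 164 CPM. Their median was also 0.41 in Ly49C/I+ cells and -0.05 between the 2 educated populations, so the test cannot decide. A list of 10 conventional NK cell genes had a median of -0.18, with 4 higher and 2 lower. T cells in the sort are the other explanation tested. Apart from Cd3e (1.87), which had been seen, 4 of 9 T cell genes could be tested, with a median of 0.33. Cd3d (1.12) and Trbc2 (0.72) rose, and Cd3g (-0.19) and Trac (-0.05) did not, so that neither can be told apart from a change within NK cells. The most abundant, Trbc2, was at 176 against 109 CPM. Tcrg-C4, annotated as a T cell receptor constant gene, was not on this list and is named above for its large increase. It rose by 3.73, to 58.7 CPM in NKG2A+ (n = 8) against 4.44 CPM in uneducated cells (n = 8). T cells in the sort therefore stay open.

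Reads given to no gene were a larger share in Ly49C/I+ libraries (median 5.12%) than in uneducated libraries (median 3.32%; two-sided exact permutation test, p = 0.0003996). A lower share of spliced messenger RNA may contribute, since 73 lincRNA and antisense genes had a median log2 fold change of 0.30 in Ly49C/I+ cells, against 0.00487 for 9071 protein-coding genes. Genes of these types also rose in NKG2A+ cells (median 0.27 over 77 genes), where the share of such reads did not differ past the threshold (exact permutation test, p = 0.2572), so a rise of such genes does not by itself account for the reads. No biological explanation was tested.

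Granzyme genes moved in opposite directions. Beside Gzma and Gzmf, which the paper names, the others were chosen after their values were seen. Gzmb, Gzmc, Gzmd, Gzme, Gzmf and Gzmg were lower in both educated WT populations and in Ly49C/I+ cells of NKG2A KO mice, in every alternative run. Gzmg fell by 2.32 in NKG2A+ cells, by 2.71 in Ly49C/I+ cells and by 3.37 in those of NKG2A KO mice, and Gzmb by 0.65, 0.57 and 0.33. Gzma was higher in these 3 comparisons in every alternative, and in the fits without a replicate block it was past the threshold in NKG2A+ cells (1.02) and in NKG2A KO mice (0.72) and not in Ly49C/I+ cells of WT mice (0.47). Gzmm, at 3.49 CPM in uneducated cells, also rose in NKG2A+ cells (1.56, adjusted p = 0.0237, edgeR quasi-likelihood test), and neither its rise in NKG2A KO mice (0.70) nor the decreases of Gzmk (-0.55 in NKG2A+ cells and -1.15 in NKG2A KO mice) passed the threshold. Both were below the CPM threshold in the comparison of Ly49C/I+ with uneducated WT cells. Gzmf shares stretches with Gzmg and Gzmd, so that the counts of these genes are uncertain. No explanation was tested.

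The paper compares Kcnj8 with other channel genes in splenic NK cells. In NKG2A+ and Ly49C/I+ uNK cells, Mcoln1 was at 43.8 ± 11.1 CPM (SD, n = 9) and 55.9 ± 7.03 CPM (SD, n = 6), and Kcnj8 had more CPM in 1 of 9 and 0 of 6 libraries. Kcnn4 was at 43.0 ± 20.2 CPM (SD, n = 9) and 30.7 ± 10.5 CPM (SD, n = 6), with more Kcnj8 in 2 of 9 and 4 of 6 libraries. Mcoln2 was at 28.6 ± 6.78 CPM (SD, n = 9) and 21.6 ± 10.6 CPM (SD, n = 6), with more Kcnj8 in 3 of 9 and 3 of 6 libraries. CPM grows with the length of a gene, and the annotated exons cover 2548 bases in Kcnj8, 7555 in Mcoln1, 5115 in Kcnn4 and 3288 in Mcoln2. Relative to that length Kcnj8 was higher than Mcoln1 in 8 of 9 and 5 of 6 libraries. It was higher than Kcnn4 in 7 of 9 and 6 of 6, and than Mcoln2 in 6 of 9 and 6 of 6. That length joins the exons of all annotated transcripts and can exceed that of the transcripts expressed. The order of these genes relative to length is therefore uncertain. Kcnj8 was above Kcnk6, Trpm2, Kcnj11, Abcc8 and Abcc9 in all 9 NKG2A+ and all 6 Ly49C/I+ libraries on both scales, and above Kcna3 too, except in 1 NKG2A+ library relative to length. Abcc8, which encodes SUR1, had 0 counts in the 3 WT populations, which allows up to 0.0195 CPM in uneducated, 0.0197 CPM in NKG2A+ and 0.0302 CPM in Ly49C/I+ cells. Abcc9, which encodes SUR2, had 3 counts in 1 of 9 uneducated libraries, 0 in NKG2A+ libraries, which allows up to 0.0197 CPM, and 5 counts in 1 of 6 Ly49C/I+ libraries.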
